# Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite *Tetranychus urticae*

**DOI:** 10.1186/1471-2164-14-815

**Published:** 2013-11-21

**Authors:** Astrid Bryon, Nicky Wybouw, Wannes Dermauw, Luc Tirry, Thomas Van Leeuwen

**Keywords:** Thermal hysteresis, Inositol, GPCR, Ice binding, Acari

## Abstract

**Background:**

Diapause or developmental arrest, is one of the major adaptations that allows mites and insects to survive unfavorable conditions. Diapause evokes a number of physiological, morphological and molecular modifications. In general, diapause is characterized by a suppression of the metabolism, change in behavior, increased stress tolerance and often by the synthesis of cryoprotectants. At the molecular level, diapause is less studied but characterized by a complex and regulated change in gene-expression. The spider mite *Tetranychus urticae* is a serious polyphagous pest that exhibits a reproductive facultative diapause, which allows it to survive winter conditions. Diapausing mites turn deeply orange in color, stop feeding and do not lay eggs.

**Results:**

We investigated essential physiological processes in diapausing mites by studying genome-wide expression changes, using a custom built microarray. Analysis of this dataset showed that a remarkable number, 11% of the total number of predicted *T. urticae* genes, were differentially expressed. Gene Ontology analysis revealed that many metabolic pathways were affected in diapausing females. Genes related to digestion and detoxification, cryoprotection, carotenoid synthesis and the organization of the cytoskeleton were profoundly influenced by the state of diapause. Furthermore, we identified and analyzed an unique class of putative antifreeze proteins that were highly upregulated in diapausing females. We also further confirmed the involvement of horizontally transferred carotenoid synthesis genes in diapause and different color morphs of *T. urticae*.

**Conclusions:**

This study offers the first in-depth analysis of genome-wide gene-expression patterns related to diapause in a member of the Chelicerata, and further adds to our understanding of the overall strategies of diapause in arthropods.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-14-815) contains supplementary material, which is available to authorized users.

## Background

The seasonal pattern in temperate regions poses a major challenge for arthropod development and survival, and as a result the reproduction and growth of poikilothermic organisms are largely limited to the warmer part of the year. In addition, specific mechanisms have evolved to survive the extreme climatic conditions of winter. One of those mechanisms is a developmental arrest, often considered as the most distinctive characteristic of diapause in insects and mites. In many species, diapause is limited to one particular life stage, and examples have been documented varying from the embryonic stage to larval, pupal and adult stages [1]. Besides developmental arrest, diapause is characterized by a suppression of metabolism [2], altered behavior [3], increased stress tolerance [4] and increased energy reserves [5]. To overcome injury caused by low temperatures, diapausing species can also synthesize cryoprotectants like polyols [6, 7], heat shock proteins [4, 8], and thermal hysteresis proteins [8, 9]. At the molecular level, it is clear that diapause is not simply characterized by a decreased expression of a large number of genes, but that the climate-induced expression of a specific set of genes is crucial to regulate and accomplish the physiological adaptations mentioned above [1].

In spider mites (Acari: Tetranychidae), diapause is limited to the egg or female adult stage, depending on the species [3]. Two varieties of true diapause, i.e. aestival and hibernal diapause have been described, of which the latter is by far the best studied. In the two-spotted spider mite *Tetranychus urticae*, a hibernal facultative reproductive diapause allows adult female mites to survive winter [10]. Since this spider mite species is a highly polyphagous and difficult to control plant pest [11, 12], winter survival has important consequences for crop protection in temperate climates. Therefore, within the group of Acari, diapause is best studied in this species, mainly on the level of behavior and to some extent on the level of biochemistry [3, 13]. Adult female spider mites initiate diapause in response to the reduction of day length during juvenile development. The diapausing females of the green color morphs are characterized by a deeply orange color and suppression of the ovarian development [14]. Next to photoperiod, other factors influence the onset of diapause such as temperature, food quality, food quantity [10] and predation risk [15, 16]. The incidence of diapause can vary greatly between the predominant natural color morphs, red and green, and different *T. urticae* populations. In some populations of the red color morphs, a high percentage of the population enters into diapause after stimulus, while others lack the ability [17]. For the green form of *T. urticae*, this variability is profoundly examined and appears to be dependent on light:day regime [18, 19], the presence of host plants during hibernation period [20] and genetic variability [18, 21]. A recent classical genetic study reveals that in some populations, a single recessive allele is responsible for the non-diapause phenotype [22]. Next to the change in color and developmental arrest, diapause in *T. urticae* is characterized by various biological and physiological changes. A morphological difference between diapause and non-diapause forms is found in the structure of the integumentary striae on the dorsal surface of the cuticle [23], that significantly reduce the evaporative surface and thus the rate of evaporation [24]. At the physiological level, it is known that diapausing mites deposit fat in the body tissues [25] and further limit transpiration through the cuticle by closing the stigmata [26]. Recently, it was experimentally confirmed that *T. urticae* diapausing females show an increased cold hardiness, as the supercooling point of acclimated diapausing female mites is 6°C lower than non-diapausing females [27].

Diapause in *T. urticae* is also accompanied by a number of behavioral changes: mites almost completely cease feeding, leave the host plant in search of hibernation sites and mate immediately after the last molting stage (teliochrysalis), but do not lay eggs [3]. At the time of color change to the typical orange forms, the hindgut is emptied and mites become positively geotactic [28] and negatively phototactic to find shelter [29, 30].

Despite the fact that a number of studies have addressed the changes in morphology, physiology and behavior of diapausing *T. urticae*, the knowledge about the molecular modifications underlying and associated with diapause in spider mites is very limited. Recently, the draft genome of *T. urticae* was reported and a high quality annotation of genes is available [31]. Exploiting this annotated genome sequence and a previously developed whole genome gene expression micro-array platform [12], we studied gene expression changes during diapause in *T. urticae*. Such genome wide transcriptional changes associated with diapause were previously studied in insect species such as the flesh fly *Sarcophaga crassipalpis*[32] and compared with the nematode *Caenorhabditis elegans* and the fruit fly *Drosophila melanogaster*. This comparison reveals that there may be diverse molecular mechanisms, but also that a number of adaptations related to diapause are broadly conserved. In this study, we extend the knowledge on molecular mechanisms underlying diapause in arthropods to the spider mite *T. urticae*, a member of the Chelicerata that diverged more than 450 Mya from other arthropod lineages such as insects and crustaceans [33].

## Methods

### Mite rearing

The green strain LS-VL of *T. urticae* was originally collected in October 2000 near Ghent [34] and was ever since maintained on potted kidney bean plants *Phaseolus vulgaris* L. var. Prelude in controlled conditions at 24 ± 0.5°C and 60% RH with a 16:8h light:dark photoperiod (standard incubation conditions). For induction of diapause, 500 LS-VL adult females were transferred to a single bean plant to allow the deposition of eggs and were kept in standard conditions for 4 days until the larvae hatched. Subsequently, this bean plant and 7 other uninfected plants were held under diapause inducing conditions at 17 ± 0.5°C, 80% RH with 8:16h light:dark photoperiod. After 3 weeks, diapausing females with a distinguishing orange color (Figure 1C) and non-diapausing females (Figure 1A) were collected for RNA extraction. Other strains (London, MR-VL and Tu-SB9) used in this study for qPCR experiments were kept in the same standard incubation conditions. The London strain is a green morph of *T. urticae* that was originally collected in the Vineland region, Ontario, Canada, and originates from the culture used in the *T. urticae* genome project [31]. MR-VL is a red morph and a well characterized multi-resistant strain [35]. Tu-SB9 was collected in Crete, Greece in 2006 and is a red morph (Figure 1B) of *T. urticae*[36].

**Figure 1:**
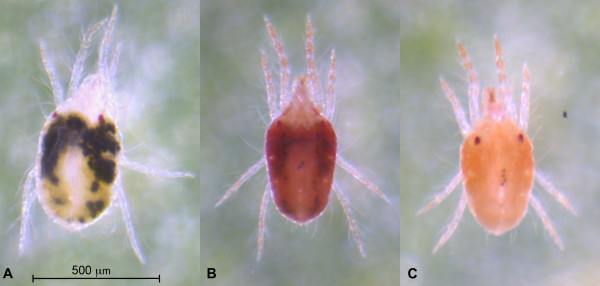
**Different types of body coloration of adult** ***T. urticae*** **females. (A)** Green morphs (LS-VL strain), **(B)** red morphs (Tu-SB9 strain) and **(C)** diapausing forms of green morphs displaying the typical orange color (LS-VL strain).

### RNA preparation for microarray experiments

In order to extract total RNA, four replicates of 250 adult female mites with distinguishing characteristics of diapause (deep orange color, Figure 1C) were collected and homogenized according to the protocol of RNeasy mini kit (Qiagen). The 4-fold replicated control groups consisted of 100 adult females that did not enter diapause under similar diapause inducing conditions (Figure 1A). An additional washing step with one volume of chloroform:iso-amylalcohol (24:1) was performed to decrease the amount of pigments in the supernatant [37]. The quality and quantity of the total RNA was analyzed by a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies) and by running an aliquot on a 1% agarose gel.

### RNA preparation for qPCR

For qPCR experiments, total RNA was extracted from 3 replicates of 100 adult females of the strains LS-VL, London, MR-VL and Tu-SB9. After homogenization, RNA was extracted according to the protocol of the RNeasy mini kit (Qiagen). The quality and quantity of total RNA was analyzed as abovementioned.

### Microarray construction

A custom Sureprint genome wide G3 Gene Expression 8x60K microarray (GEO Platform accession GPL16890) was designed using the Agilent eArray platform (Agilent Technologies) based on the *T. urticae* gene annotation file frozen in April 2011, including coding sequences of 18,217 predicted unigenes, as previously described [12, 38]. The slide layout consisted of eight arrays per slide.

### Microarray preparation, hybridization and analysis

One hundred nanograms of RNA of non-diapausing (4 replicates) and diapausing mites (4 replicates) were used to generate Cy3- and Cy5-labeled cRNA respectively, using the Agilent Low Input Quick Amplification labeling kit (version 6.5, Agilent Technologies). RNA spike-in controls (Agilent Technologies) were added to diluted aliquots of RNA samples before cRNA synthesis. The labeled cRNA was purified with the RNeasy mini kit (Qiagen). The dye content and concentration of cRNA was measured by NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). Cy3- and Cy5-labeled cRNAs were pooled and hybridized using the Gene Expression Hybridization Kit (Agilent Technologies) for 17 h in a rotating hybridization oven at 10 rpm and 65°C. After hybridization, slides were washed using the Gene Expression Wash Buffer kit (Agilent Technologies), treated with Stabilization and Drying solution (Agilent Technologies), protected by an Ozone-Barrier cover (Agilent Technologies) until scanned by an Agilent Microarray High Resolution Scanner with default settings for 8 × 60K G3 microarrays. Data were normalized by the Agilent Feature Extraction software version 10.5 (Agilent Technologies) with default parameter settings for gene expression two-color microarrays (protocol GE2_107_SEP09) and transferred to GeneSpring GX 11.0 software (Agilent Technologies) for further statistical evaluation. Next, probes were flag filtered (only probes that had flag-value ‘detected’ in 50% of the replicates were retained) and linked to the most recent annotation file (September 2011, [39]) using the ‘Create New Gene-Level Experiment”-option. Genes with a Benjamini-Hochberg false discovery rate (FDR) corrected p-value < 0.05 and with an absolute fold change (FC) ≥ 2 were considered as differentially expressed. The microarray data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) (accession number: GSE48858).

### Functional analysis

Differentially expressed genes were exported to Blast2GO software v.2.6.3 [40]. This tool enables homology searches based on Protein Basic Local Alignment Search Tool (BLASTp) against the NCBI non-redundant protein database using an E-value cut-off of 1e^-15^. Subsequently, Blast2GO mapping performs different steps to link all best BLAST hits to information stored in the Gene Ontology (GO) database. All these mapping results are associated to an Evidence Code which provides information about the quality of mapping. After mapping, the results were subjected to GO annotation whereas GO terms were selected from the GO pool with a threshold of 1e^-15^ and assigned to the sequences. Further annotation was done using InterPro annotation in Blast2GO and corresponding GO terms were transferred to the sequences and merged with already existent GO terms. For the complete genome, the functional analysis stopped here. But for the genes that were differentially expressed in the microarray, GO terms were modulated using the Augment annotation tool by Annex [41] followed by GO-Slim which is a reduced version of the Gene Ontology database that contains a selected number of relevant nodes.

### Gene ontology terms enrichment analysis

Within Blast2GO, an analysis was performed on gene function information, by the statistical assessment of GO term enrichment in a group of genes of interest when compared with a reference group i.e. to assess the functional differences between two sets of functional annotations. This was integrated in Blast2GO by Gossip [42] that performs a Fisher’s Exact test in combination with a Benjamini-Hochberg False discovery rate (FDR) correction for multiple testing. The option “Two-Tailed” was selected to perform a test which considers both directions as extreme and this translates to over- and under-represented Gene Ontology functions in the test-set compared to a reference set. The result of this test returns a list of significant GO terms ranked by p-values. GO terms with a Fisher Exact test FDR corrected p-values < 0.01 were considered as statistically significant and in order to reduce the size of the result-set to existing, statistically significant, child GO terms, the function “reduce to most specific terms” was used. This function enables to simplify the outcome of GSEA in case of a very large list of enriched GO terms by removing parent terms of already existing, statistically significant, child GO terms that represent the same functional concept but at different levels of specificity.

To identify statistically over-represented functions in our dataset, a Fisher’s exact test was carried out with the selected differentially expressed genes compared to the completely functional annotated genome of *T. urticae.* Between the sets of up-and down-regulated genes, a second enrichment test was performed to detect different biological roles of these sets during diapause.

### Microarray confirmation by qPCR

In order to validate the microarray results, gene specific primers were designed for 13 differentially expressed *T. urticae* genes (7 up- and 6 down-regulated genes) using Primer 3 v0.4.0. [43]. 

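On the arrays that compared diapausing with non-diapausing females, the actin gene tetur09g05350 had a log2 fold change of -0.31 ± 0.094 (SD, n = 4, adjusted p = 0.0105), and it was lower in diapausing mites on each of the 4 arrays, although this became 0.05 when the arrays were scaled to the spike-in controls. The ubiquitin C gene tetur03g06910 had a log2 fold change of 0.40 ± 0.059 (SD, n = 4, adjusted p = 0.00302), also in the same direction on each array. For the RP49 gene tetur18g03590 the log2 fold change was 0.04 ± 0.11 (SD, n = 4, adjusted p = 0.626), a difference smaller than the spread between replicates, and it was 0.40 with the arrays scaled to the spike-in controls. The adjusted p values are those of limma over all 14986 genes tested, and none of these 3 genes changed by 2-fold under any of the alternatives that were run.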

*T. urticae* genes coding for actin, ubiquitin and RP49 were used as housekeeping genes after being tested for their suitability as reference genes by comparing expression patterns between diapausing and non-diapausing forms (Additional file 1). Total RNA was extracted as described above and cDNA was synthesized with 2 μg of total RNA using the Maxima First Strand cDNA synthesis kit for RT-PCR (Fermentas Life Sciences). Three biological and two technical replicates were used to conduct these experiments and no-template-controls were added to exclude sample contamination. All qPCR reactions were carried out with the thermal cycler Mx3005P (Stratagene). Reactions were prepared with Maxima SYBR Green qPCR/Master Mix following the manufacturer’s instructions (Fermentas Life Sciences). The reactions were run with the following protocol: initial denaturation at 95°C for 10s followed by 35 cycles of 95°C for 15s, 55°C for 30s, 72°C for 30s. At the end of these cycles, a melting curve (from 55°C to 95°C, 1°C per 2s) was generated to confirm the absence of non-specific amplification. Standard curves were constructed for every primer pair using different cDNA dilutions to calculate the primer specific amplification efficiency. These efficiencies were incorporated in calculations of the expression values. The housekeeping genes with the highest efficiency and constant Ct values were selected and the obtained Ct values of these genes were used for normalization. Analysis of qPCR results was performed according to Pfaffl [44], producing relative expression values of the target gene. Significant differences in gene expression of the target gene were tested with pairwise fixed reallocation randomization [45].

### *T. urticae* antifreeze proteins (AFPs) analysis

Gene expression analysis revealed the upregulation of 14 genes belonging to the same hypothetical protein family. A tBLASTn analysis (E-value cutoff = 1e^-5^) using these hypothetical proteins as queries was conducted against the *T. urticae* genome (http://bioinformatics.psb.ugent.be/orcae/overview/Tetur). Gene models were refined or created on the basis of homology, RNA-seq and/or EST support and RT-PCR. A BLASTp search, using these hypothetical proteins as queries, was performed against the NCBI nr protein sequence database to detect homologues in other organisms. Identity and similarity matrices were calculated using MatGAT 2.0 [46] while an alignment was created using MUSCLE [47]. *T. urticae* AFP structures were predicted using the Phyre^2^ server [48], in order to create a 3D model for the query sequence, and further edited in Swiss-Pdb viewer [49]. The top match produced by Phyre^2^ is the protein sequence that showed the highest raw alignment score with the query sequence and is based on the number of aligned residues and the quality of alignment. This first match was selected to fit our protein to a 3D model. SignalP 4.0 was used for prediction of signal peptides of AFP protein sequences using default cutoff values for eukaryotes [50].

The LS-VL strain was used for the additional qPCR experiments assessing the effect of temperature on expression levels of *T. urticae* AFP genes. For the samples of 24°C, adult female mites were collected from the culture maintained at standard conditions. The group which experienced a cold shock consisted of female mites that were maintained on a leaf disk at 5°C during 7 days. Subsequently, RNA extraction and cDNA preparation were carried out as abovementioned.

## Results and discussion

### Micro-array analysis of diapausing *T. urticae* females

A laboratory strain (LS-VL) of *T. urticae* was grown under environmental conditions that induce diapause (light:dark regime of 8:16h at a temperature of 17°C). Under these conditions, approximately 10–30% of the population entered diapause. This made it possible to select and collect both diapausing and non-diapausing mites with a common genetic background that developed under identical environmental conditions (Figure 1A and C). The gene expression differences between these two distinctive groups should be mainly linked to diapause and were the foundation of this analysis.

We compared gene expression levels between diapausing and non-diapausing mites by analyzing genome-wide microarray experiments, including probes for a total number of 18,217 predicted unigenes [12]. 

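The measurements behind this comparison are 4 dual-colour arrays, 1 per replicate and all on 1 slide. On every array, RNA from 250 diapausing females was labelled with Cy5 and RNA from 100 non-diapausing females of the same LS-VL population with Cy3, with no swap of the dyes, so that an effect of the dye on a gene and an effect of diapause cannot be told apart. Each array carries 61657 gene spots with 56184 different probes. Of these probes, 51766 list 1 gene, 3703 list more than 1 gene and 715 list no gene. The authors' scanner software subtracted the background, normalized the dyes within each array and wrote for each spot the log10 ratio of Cy5 over Cy3, which was converted here to log2. A positive log2 fold change therefore means a higher signal in diapausing mites. In the Cy3 channel (non-diapausing mites), between 67.2% and 69.5% of the gene spots per array were well above background, and in the Cy5 channel (diapausing mites) between 69.2% and 72.1%. Spots that the software had marked as non-uniform or as population outliers, 49 to 114 per array, were left out, and none of the gene spots was saturated. The RNA spike-in controls, whose ratios are known, gave slopes of 0.937 to 0.956 for measured against expected log ratios.
A probe was kept when it was well above background in at least 1 channel on at least 2 of the 4 arrays, the share of 50% that the paper gives, which left 40197 probes. The log2 ratios of the kept probes were averaged per gene and array, which gave values for 14986 of the 18217 genes. The mean ratio over the 4 arrays was tested against 0 with limma, and genes with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold are called differentially expressed. The paper's text gives these thresholds and this correction without naming the test, and the later gene annotation to which the authors linked the probes was not used here. Across genes, which are not independent replicates, the correlation (Pearson's r) of the log2 ratios between any pair of arrays was 0.877 to 0.914. With 4 arrays, the number of replicates limits the precision of each fold change. For a gene that was not well above background in one group, the fold change is given as a lower bound. The bound was taken from the separate channels after normexp background correction with an offset of 50, loess and quantile normalization. It therefore lies on another scale than the software's ratios, on which the genes were called.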

Analysis revealed that 1,994 genes (11% of all predicted genes) were differentially expressed (absolute FC ≥ 2, FDR <0.05) (Figure 2), of which 1078 were downregulated and 916 were upregulated in diapausing females. 

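Of the 14986 genes tested, 2719 were differentially expressed, 1355 of them upregulated and 1364 downregulated in diapausing mites. Of these, 2698 genes changed in the same direction on each of the 4 arrays. Without the threshold on the size of the change, 9708 genes had an adjusted p under 0.05. Leaving out 1 array at a time gave 2621 to 2735 differentially expressed genes. The alternative that lowered the count most was normexp background correction with an offset of 50 followed by loess, in place of the software's own background subtraction and dye normalization. It gave 1141 genes, 337 upregulated and 804 downregulated, and 41.4% of the 2719 genes were called again. A test for a change beyond 2-fold (treat in limma) called 1168 genes. Scaling each array to its spike-in controls, an alternative chosen after the data had been seen, moved the median log2 ratio of all genes from 0.10 to 0.47, and 2787 genes were then upregulated and 913 downregulated. The log2 fold changes below are relative to the software's normalization and not to the spike-in controls. As both groups shared a genetic background and developed under identical conditions, the paper reasons that the differences in expression between them should be mainly linked to diapause.

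**Figure D1:**
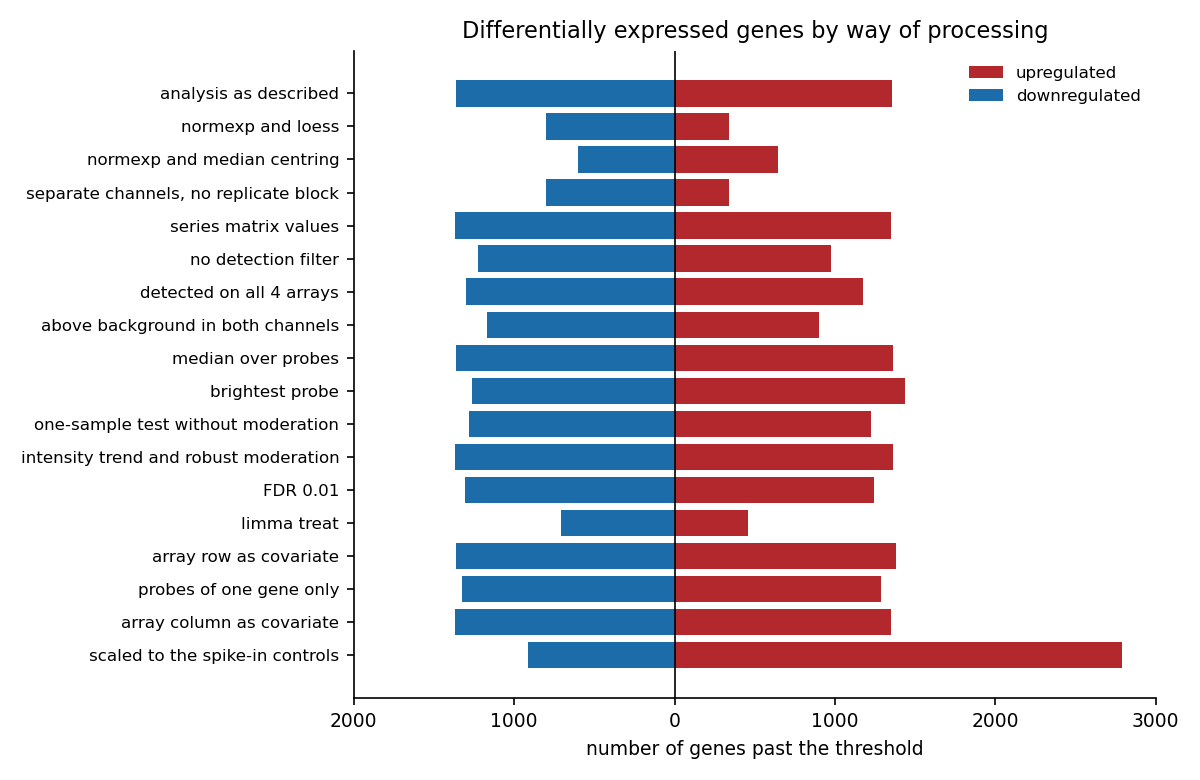
Number of upregulated (right, red) and downregulated (left, blue) genes in diapausing mites at an adjusted p under 0.05 and at least 2-fold. Bars show the processing described above and each alternative other than leaving out a replicate. The count of upregulated genes lies between 337 after normexp and loess and 2787 after scaling to the spike-in controls.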

The expression level of the 20 most upregulated genes varied from a FC of 45 to 407 and included many genes with an unknown function (Additional file 2). 

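All 20 genes that Additional file 2 lists as most upregulated passed the threshold and rose on each of the 4 arrays, with fold changes from 6.59 to 384. The 10 largest rises among the genes detected on all arrays were those of tetur20g00060, tetur13g04230, tetur30g01750, tetur58g00030, tetur58g00090, tetur20g00100, tetur58g00110, tetur30g01860, tetur22g02690 and tetur11g05010, and all 10 are in that list. The largest was that of tetur20g00060, with a log2 fold change of 8.58 ± 1.51 (SD, n = 4, adjusted p = 0.000324), a fold change of 384. It ranged from 7.13 on replicate 1 to 10.40 on replicate 4, and without replicate 4 the fold change of tetur20g00060 was 252. For tetur13g04230 the log2 fold change was 8.56 ± 1.51 (SD, n = 4, adjusted p = 0.000326) and for tetur30g01750 it was 8.33 ± 1.00 (SD, n = 4, adjusted p = 0.000128). All 6 probes of tetur20g00100 also list tetur58g00110, so their common log2 fold change of 7.58 ± 1.16 (SD, n = 4, adjusted p = 0.000233) is 1 measurement, with non-diapausing mites well above background on 2 of the 4 arrays. Probes that also list another gene occur in tetur20g00060 (2 of 3) and tetur13g04230 (2 of 5) as well, and not in tetur30g01750. Among the alternatives, normexp and loess moved the largest of these rises little, to 8.24 for tetur20g00060, and that of tetur58g00110 most, to 4.56.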

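The gene tetur16g01680 had a log2 fold change of 6.01 ± 0.44 (SD, n = 4, adjusted p = 5.32e-05), a fold change of 64.4, from 3 probes that list no other gene. For tetur46g00020 the log2 fold change was 2.72 ± 0.35 (SD, n = 4, adjusted p = 0.000183), a fold change of 6.59. The 4 probes of tetur46g00020, 1 of which also lists another gene, ranged from 0.38 to 7.02 in log2 fold change. With its brightest probe alone the log2 fold change of tetur46g00020 was 7.02, and with the median over its probes it was 1.74. On replicate 1 the ratio of tetur46g00020 was 2.19, below the 2.83 to 2.95 of the other arrays.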

Genes with known homologues included a *T. urticae* homologue of 5’ nucleotidase (*tetur16g01680*, FC 67) and a gene encoding a protein with a thioredoxin domain (*tetur46g00020*, FC 46). 

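Among the genes that fell most in diapausing mites were 6 vitellogenin genes, which encode precursors of egg yolk. Their log2 fold changes were -9.22 ± 2.69 (SD, n = 4) for tetur39g00700, -8.31 ± 2.22 (SD, n = 4) for tetur39g00720, -8.51 ± 1.65 (SD, n = 4) for tetur39g00810, -8.42 ± 1.69 (SD, n = 4) for tetur43g00010, -7.74 ± 1.81 (SD, n = 4) for tetur43g00020 and -7.81 ± 1.62 (SD, n = 4) for tetur516g00020, with adjusted p values from 0.000411 to 0.00130. These are fold changes of 213 to 596. The median log2 ratio of the 6 genes was -9.91, -8.04 and -9.22 on replicates 1 to 3 and -5.44 on replicate 4. Without replicate 4 the fold changes were 1442 for tetur39g00700, 617 for tetur39g00720, 631 for tetur39g00810, 562 for tetur43g00010, 378 for tetur43g00020 and 386 for tetur516g00020. Of the other ways of processing, normexp followed by median centring moved the median over the 6 genes most, from -8.36 to -7.69. All but tetur39g00700 have 1 or 2 probes that also list another gene.
The lipase A gene tetur09g06700 had a log2 fold change of -9.42 ± 1.74 (SD, n = 4, adjusted p = 0.000367), and its fold change of 686 was 1229 without replicate 4. After normexp and median centring the log2 fold change of tetur09g06700 was -6.84, and diapausing mites were well above background for it on 2 of the 4 arrays. For the midA gene tetur09g06670 the log2 fold change was -7.82 ± 1.57 (SD, n = 4, adjusted p = 0.000455), with a fold change of 226 on all arrays and 390.2 without replicate 4, and 1 of its 4 probes also lists another gene. The probes of tetur09g06670 ranged from -11.01 to -0.04, and its log2 fold change from -11.01 with the brightest probe alone to -6.87 after normexp and median centring. The peroxidase gene tetur13g03760 fell 126-fold, the phosphatidylserine decarboxylase gene tetur12g01500 102-fold, the glucose dehydrogenase gene tetur03g09330 101-fold and the serine protease gene tetur19g00740 97.8-fold, each on all 4 arrays.

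**Figure D2:**
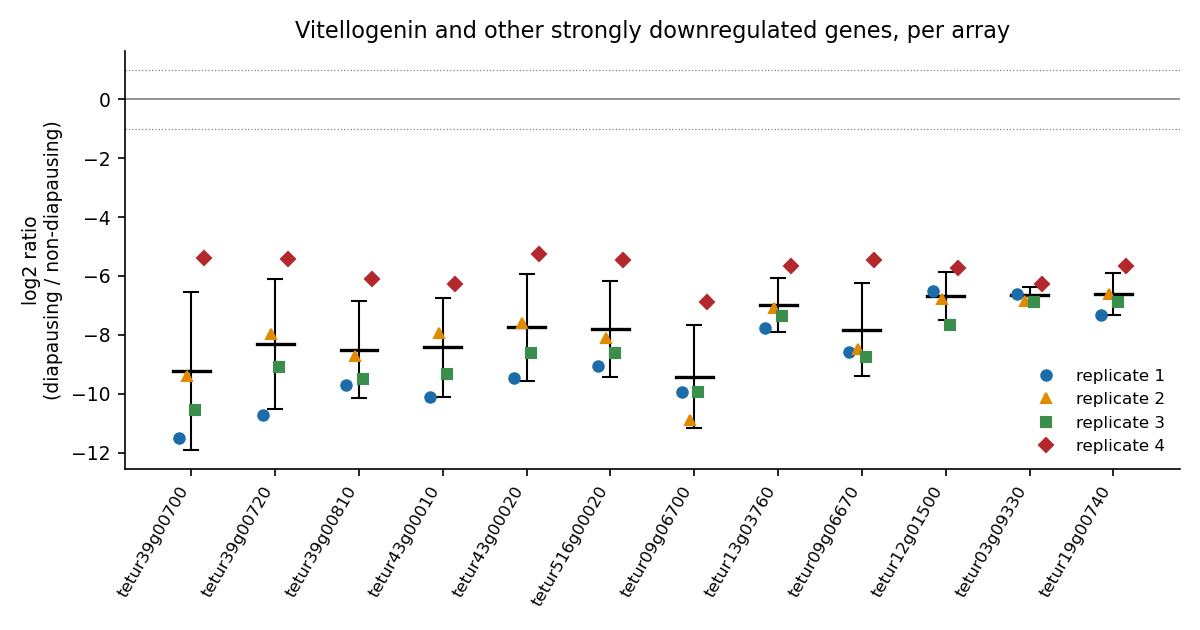
Log2 ratio of diapausing over non-diapausing mites on each of the 4 arrays for 6 vitellogenin genes and 6 other strongly downregulated genes. Black lines show the mean and bars the SD, and dotted lines mark a 2-fold change. On replicate 4 the vitellogenin genes lie between -6.28 and -5.27.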

Among the 20 most downregulated genes in diapausing mites, genes with known functions and homologues included six vitellogenin genes (*tetur39g00700*, *tetur39g00720*, *tetur39g00810*, *tetur43g00010*, *tetur43g00020*, *tetur516g00020*, FC between 172 and 511), one lipase A gene (*tetur09g06700* with a FC of 593), a gene belonging to the peroxidase family (*tetur13g03760*, FC 124), a midA gene (*tetur09g06670*, FC 116), a phosphatidylserine decarboxylase (*tetur12g01500*, FC 102), a glucose dehydrogenase (*tetur03g09330*, FC 99) and a serine protease (*tetur19g00740*, FC 95) (Additional file 2). Noteworthy, the downregulation of vitellogenin genes in diapausing *T. uticae* females was considered by Kawakami *et al.* (2011) [14] as a validation of true diapause.

**Figure 2:**
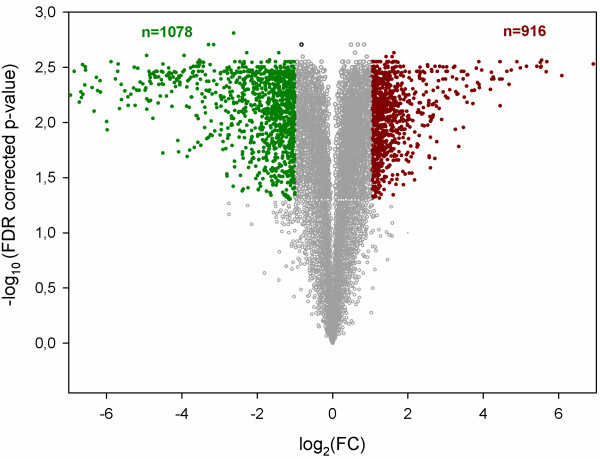
**Volcano plot of differentially expressed genes in diapausing** ***T. urticae*** **females identified by microarray analysis.** The log_10_(FDR corrected p-values) were plotted against the log_2_(FC) in gene expression. Genes upregulated (n = 916) by twofold or more and with a FDR corrected p-value < 0.05 are depicted as red dots, genes that were downregulated (n = 1078) by twofold or more and with a FDR corrected p-value < 0.05 are shown with green dots. All other genes in the array that were not found to be differentially expressed are depicted as grey dots.

A confirmation of the microarray experiment was conducted by qPCR. 

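On the arrays, 12 of the 13 genes chosen for qPCR passed the threshold, 7 of them upregulated and 5 downregulated, and all 13 changed in the same direction on each array. The exception was the carotenoid gene tetur11g04840, which changed by less than 2-fold. The C1A cysteine peptidase gene tetur23g00860 had a log2 fold change of -5.98 ± 0.61 (SD, n = 4, adjusted p = 9.84e-05). For the low-density lipoprotein receptor gene tetur26g00570 it was -6.68 ± 1.12 (SD, n = 4, adjusted p = 0.000293), with 1 of its 4 probes listing another gene as well, and for the lipase A gene tetur17g03230 it was -6.68 ± 0.40 (SD, n = 4, adjusted p = 4.44e-05). The other 10 genes are the glucose dehydrogenase tetur03g09330, 5 genes of putative antifreeze proteins and 4 carotenoid genes. The qPCR measurements themselves were not analysed here.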

A similar trend was found between fold changes extracted from the complete genome microarray and the mean fold change data obtained by qPCR (Additional file 3).

### Functional analysis and Gene Set Enrichment Analysis (GSEA) of differentially expressed genes in diapausing *T. urticae* females

A functional analysis of the differentially expressed genes revealed that 947 genes, 48% of total differentially expressed genes, could be assigned to a GO category. When the complete genome was categorized in a similar way, 6,105 genes, 33% of total number of *T. urticae* genes, were classified in GO terms. Details of the GO classification can be found in Additional file 4. Based on this GO classification, a Gene Set Enrichment Analysis (GSEA) was carried out to screen for an enrichment of the differentially expressed genes compared to the complete genome of *T. urticae* (Fisher Exact test FDR corrected p-values < 0.01, reduced to most specific terms) (Table 1). Notable was the enrichment of gene sets related to oxidoreductase activity (FDR = 3.46e^-05^), negative regulation of multicellular organism growth (FDR = 5.77e^-05^), carboxylic ester hydrolase activity (FDR = 5.19e^-04^) and fatty acid synthase activity (FDR = 2e^-03^). These GO terms are indicative of several expected adaptations on the molecular level further discussed below. Other diapause enriched gene sets were the categories of response to acid (FDR = 1e^-03^) and response to wounding (FDR = 2e^-03^) which are both related to stimuli responses. Underrepresented gene sets of the biological processes of translation (FDR = 6.3e^-04^), cell cycle (FDR = 2e^-03^) and RNA processing (FDR = 4e^-03^), indicate the arrest of cell growth and a decrease in protein synthesis. Subsequently, a GSEA was performed to retrieve information on the over- or underrepresentation of the upregulated genes compared to the downregulated genes (Figure 3). Clear differences were observed for a number of categories. 

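Additional file 17 lists 73 genes under signal transduction, which, like those of Additional files 5 to 9, the study chose on these samples. All 73 had a value here and changed in the same direction on each of the 4 arrays, 60 of them upwards and 13 downwards. Past the threshold were 53 upregulated and 12 downregulated genes, and the numbers were the same when adjusted over the list alone, which is not independent evidence for a list chosen in this way. Fold changes of the upregulated genes were 2.01 to 5.08, and those of the downregulated genes 2.05 to 8.17, the largest fall being that of tetur18g01690. Normexp and loess left 11 genes upregulated and 9 downregulated past the threshold, while 60 still rose and 13 fell.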

For signal transduction, upregulated genes (n = 60) were more represented than downregulated genes (n = 13) (FDR = 1.86e^-11^). The cytoskeleton and actin binding related GO terms were also more abundant in diapausing mites (FDR = 2.13e^-04^ and FDR = 2e^-03^, respectively). On the other hand, the GO category of peptidase activity was overrepresented in the downregulated genes (FDR = 4.13e^-08^) as well as the GO terms of catabolic processes, carbohydrate binding, carbohydrate metabolic process and the cellular component of lysosome (FDR = 4.97e^-04^, 7e^-03^, 1e^-04^ and 3.2e^-04^ respectively) indicating a shutdown of anabolic and catabolic mechanisms in diapausing females. Combining this analysis with available literature and the draft genome sequence of *T. urticae*, we focused our following analysis on specific processes related to diapause in more detail below.

**Figure 3:**
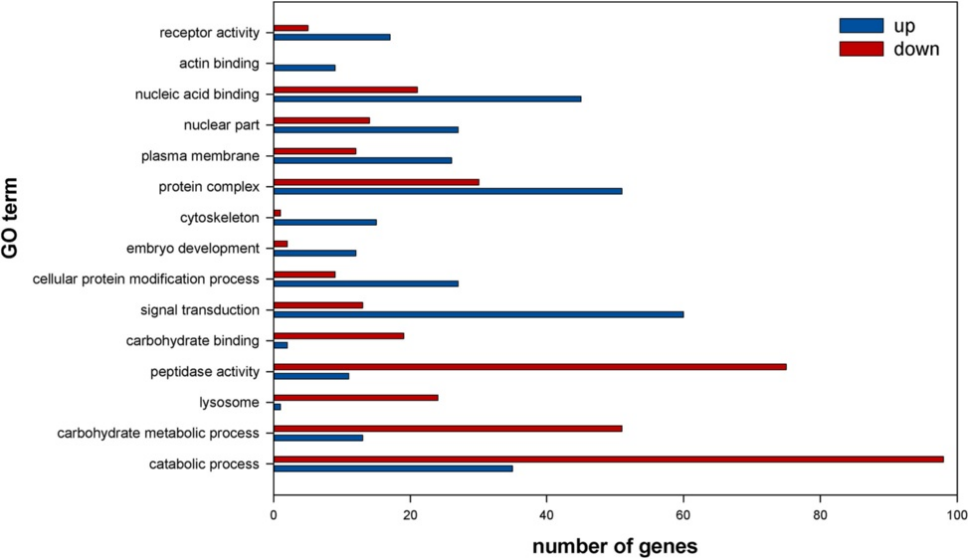
**Gene Ontology (GO) categories with a significant difference between the number of up- and downregulated genes in diapausing** ***T. urticae*** **females.** Red bars show the number of downregulated *T. urticae* genes while blue bars show the number of upregulated *T. urticae* genes for each GO category. The number of upregulated and downregulated genes within each GO category were considered as statistically different when the Fisher Exact test FDR corrected p-value was less than 0.01.

**Table 1:** **Enriched GO categories in diapausing** ***T. urticae*** **females**

Category	GO term	Term	Enrichment	FDR
Molecular function	GO:0016491	Oxidoreductase activity	Over	3.46E-05
Biological processes	GO:0040015	Negative regulation of multicellular organism growth	Over	5.77E-05
Molecular function	GO:0052689	Carboxylic ester hydrolase activity	Over	5.19E-04
Biological processes	GO:0001957	Intramembranous ossification	Over	0.001
Biological processes	GO:0001101	Response to acid	Over	0.001
Biological processes	GO:0009611	Response to wounding	Over	0.002
Molecular function	GO:0004312	Fatty acid synthase activity	Over	0.002
Cellular component	GO:0043202	Lysosomal lumen	Over	0.004
Biological processes	GO:0008202	Steroid metabolic process	Over	0.004
Biological processes	GO:0030574	Collagen catabolic process	Over	0.009
Cellular component	GO:0005654	Nucleoplasm	Under	4.41E-05
Biological processes	GO:0006412	Translation	Under	6.29E-04
Cellular component	GO:0043232	Intracellular non-membrane-bounded organelle	Under	9.91E-04
Biological processes	GO:0007049	Cell cycle	Under	0.002
Biological processes	GO:0006396	RNA processing	Under	0.004
Molecular function	GO:0005488	Binding	Under	0.005
Cellular component	GO:0030529	Ribonucleoprotein complex	Under	0.005
Biological processes	GO:0016044	Cellular membrane organization	Under	0.005

#### Adaptations in feeding and detoxification

A noticeable behavioral change indicating that *T. urticae* is preparing for a facultative reproductive diapause, is the fact that it stops feeding and empties the stomach, before migrating to hibernation shelters [3]. This phenomenon was clearly reflected in the GO analysis. Many genes coding for enzymes involved in feeding, like digestive and detoxifying enzymes, were differentially expressed during diapause. About 50% of the total number of *T. urticae* cysteine peptidases (44 out of 87), showed a significant downregulation. 

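Additional file 5 lists 47 cysteine peptidase genes, 44 of them as downregulated, and all 47 had a value here. Past the threshold, 42 were downregulated and 3 upregulated, and the counts were the same when adjusted over the list alone. The 2 genes not past the threshold were tetur452g00010 and tetur16g03670, which were named after their values had been seen. Their log2 fold changes of -0.20 (adjusted p = 0.552) and -0.15 (adjusted p = 0.458) did not pass the correction, and neither gene changed in the same direction on all 4 arrays. Both values depend on the probes used. With the brightest probe of each gene alone, tetur452g00010 fell 3.65-fold and tetur16g03670 2.28-fold. Both were then called, and 44 genes of the list were downregulated. The count of downregulated genes moved most, to 35, after normexp and median centring and also in the test for a change beyond 2-fold.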

Cysteine peptidases are involved in hydrolysis of peptide bonds using a catalytic cysteine and at present, 72 families of cysteine peptidases are identified [51]. In diapausing mites, the downregulated genes belong to the papain-like (C1A) family (32 genes), the legumain (C13) family (2 genes) and the calpain (C2) family (10 genes) [51] (Additional file 5). 

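By family, all 32 C1A genes listed as downregulated passed the threshold, as did both C13 genes and 8 of the 10 C2 genes. The 3 upregulated genes of the list, tetur02g14540, tetur16g03770 and tetur16g03680, were also of family C1A. Falls of C1A genes ranged from 2.09-fold to 92.2-fold, the latter for tetur02g11420, with a log2 fold change of -6.53 ± 0.82 (SD, n = 4, adjusted p = 0.000147). The C13 genes fell 4.05-fold and 11.1-fold, and the C2 genes past the threshold between 2.20-fold and 4.03-fold. In 11 of the 35 C1A genes and 6 of the 10 C2 genes, at least 1 probe also lists another gene.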

Particularly the C1A family is known to be involved in the digestion of food [52, 53] but this family is also implicated in embryogenesis and metamorphosis [54, 55]. In the insects *Praon volucre*[56] and *D. melanogaster*[57], the overexpression of these cysteine peptidases is associated with the termination of diapause to allow to resume digestion [7].

The genome of *T. urticae* harbors a remarkable number of genes encoding for ABC transporters and well-known detoxifying enzymes such as cytochrome P450 monooxygenases (CYPs), glutathione-S-transferases (GSTs), carboxyl/choline esterases (CCEs). This high number of detoxifying enzymes and ABC transporters in *T. urticae* is thought to be the result of lineage-specific expansions and has recently been shown to be involved in feeding, pesticide resistance and host plant adaptation [12, 31, 38]. 

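Additional files 6 to 9 list 88 genes that encode CYPs, CCEs, GSTs and ABC-transporters. All of them had a value on the arrays, 36 were upregulated and 44 downregulated past the threshold, and all 88 changed in the same direction on each of the 4 arrays.

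**Figure D3:**
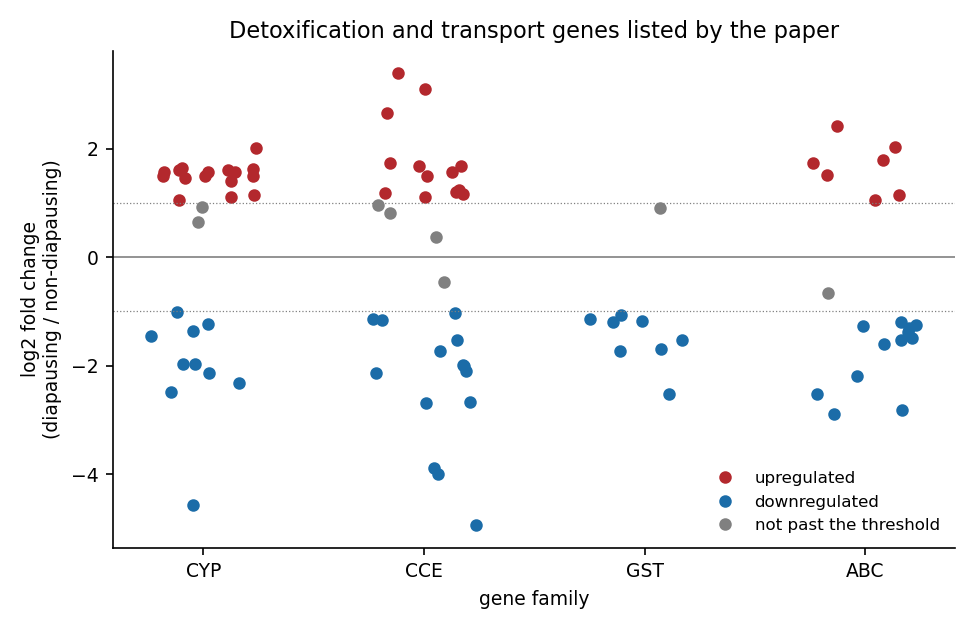
Log2 fold change in diapausing mites of each listed CYP, CCE, GST and ABC gene, 1 point per gene (mean of 4 arrays). Red points are upregulated and blue points downregulated at an adjusted p under 0.05 and at least 2-fold, and dotted lines mark a 2-fold change. The genes lie between -4.94 and 3.39.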

The effects of diapause were also reflected in the regulation of these specialized genes. Of all 82 CYPs annotated in the genome, 28 were differentially expressed. 

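Of the 28 CYP genes in Additional file 6, 16 were upregulated and 10 downregulated past the threshold, and the counts were the same when adjusted over the list alone. The other 2, tetur16g03500 and tetur27g00340, rose by less than 2-fold and are named after their values had been seen. Under the alternative that moved this count most, the test for a change beyond 2-fold, 17 CYP genes passed.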

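The upregulated CYP genes past the threshold had fold changes between 2.08 and 4.03. The largest rise was that of tetur27g00350, with a log2 fold change of 2.01 ± 0.45 (SD, n = 4, adjusted p = 0.000687), where 1 of 6 probes also lists another gene. Of these genes, 11 belong to the CYP392 family, 2 to CYP389 and 1 each to CYP384, CYP385 and CYP386. Probes that also list another gene occur in 12 of the 15 CYP392 genes.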

Interestingly, the majority of differentially expressed CYP genes are upregulated in diapause (18 CYP genes belonging to the CYP2, CYP3 and CYP4 clan, fold change between 2.0-4.1) (Additional file 6). Next to detoxification, CYPs contribute to several vital processes including biosynthesis and degradation of ecdysteroids and juvenile hormones and the metabolism of plant allelochemicals and pesticides [58]. In the silkmoth, *Antheraea yamamai,* a CYP gene (CYP4G15) was highly expressed during diapause in the pharate first instar larvae and was suggested to be involved in the diapause termination pathway [59]. Another dormancy involved CYP is the *daf-9* gene of the nematode *C. elegans*, belonging to the CYP2 clan and resembles steroidogenic and fatty acid hydroxylases as well as xenobiotic detoxifying genes. This gene serves as a central point of developmental control, produces hormonal signals and influences the decision of the nematode to choose between a developmental arrest as a third instar dauer larva or the completion to a reproductive adult [60]. In addition, 10 CYPs were downregulated in *T. urticae* (FC between 2.0-23.2), of which *tetur05g04000* was the most downregulated *T. urticae* CYP gene. 

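The log2 fold change of tetur05g04000 was -4.57 ± 0.45 (SD, n = 4, adjusted p = 9.58e-05), a fall of 23.7-fold, and 3 of its 9 probes also list another gene. The 10 downregulated CYP genes fell between 2.02-fold and 23.7-fold. They included 5 of the 7 listed CYP389 genes, which fell between 2.75-fold and 4.98-fold. After normexp and median centring, 5 CYP genes fell past the threshold, with tetur05g04000 at -2.17.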

The majority of these downregulated CYPs belong to the 389 subfamily that is one of the spider-mite-specific expansions and the regulation of this group appears to be greatly affected by the host plant range [31], suggesting their involvement in xenobiotic detoxification.

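Among the 31 CCE genes of Additional file 7, 14 were downregulated and 13 upregulated past the threshold, also when adjusted over the list alone. The largest rise was that of tetur16g02380, with a log2 fold change of 3.39 ± 0.30 (SD, n = 4, adjusted p = 8.32e-05), and the largest fall that of tetur01g14180, with -4.94 ± 0.88 (SD, n = 4, adjusted p = 0.000345). The 4 genes not past the threshold, tetur17g00750, tetur04g06770, tetur207g00010 and tetur29g00970, were named after their values had been seen. Also so named is tetur11g01570, which fell 2.20-fold. After normexp and loess, 8 genes were upregulated and 12 downregulated past the threshold, and the test for a change beyond 2-fold left 5 upregulated genes. At least 1 probe of 14 of these CCE genes also lists another gene.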

Next to CYPs, the expression of *T. urticae* carboxyl/choline esterases (CCEs) was also influenced by the diapausing status of *T. urticae*: 13 genes were downregulated and 18 genes showed an upregulation (Additional file 7). All differentially expressed CCEs in diapausing spider mites, except *tetur19g00850*, belonged to two new clades under the neurodevelopmental root of CCE phylogeny [31]. *Tetur19g00850* encodes the enzyme acetylcholinesterase, one of the best characterized CCEs, which is responsible for the hydrolysis of acetylcholine in the nervous system. This gene was two-fold upregulated in diapausing mites, and expression also appears to fluctuate in the moth *Celerio euphorbiae* during diapausing pupal development during winter [61]. Also in other organisms, cholinesterases have been reported to be involved in diapause. 

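In the array data, tetur19g00850 had a log2 fold change of 1.21 ± 0.17 (SD, n = 4, adjusted p = 0.000353), a fold change of 2.31, from 6 probes that list no other gene. It rose on each of the 4 arrays, by 0.97 on replicate 1 and 1.25, 1.37 and 1.22 on the others. After normexp and loess the value was 0.77, below 2-fold, and the test for a change beyond 2-fold did not call it.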

In the brain of giant silkmoths, they have been associated with a reduction of electrical activity during pupal diapause [62]. However, other studies observed changes in the cholinergic system that are more influenced by the growth and development of the nervous system than by the mechanism of diapause induction and termination [63, 64]. The downregulation of 13 CCE genes probably also reflects the decrease in food uptake during diapause.

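Of the 9 GST genes in Additional file 8, 8 were downregulated past the threshold, between 2.09-fold and 5.76-fold, and the same 8 when adjusted over the list alone. The largest fall was that of tetur05g05190, with a log2 fold change of -2.53 ± 0.42 (SD, n = 4, adjusted p = 0.000319). The only GST gene that rose, tetur26g01490, had a log2 fold change of 0.92 ± 0.33 (SD, n = 4, adjusted p = 0.00341), a rise of 1.89-fold on average and in the same direction on each array. Its value was 1.02 without replicate 4 and 1.01 after normexp and median centring, each past the threshold of 2-fold. Normexp and median centring left 4 downregulated GST genes, and the test for a change beyond 2-fold left 3.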

Twenty-five percent of the 32 *T. urticae* GSTs [31] were downregulated (FC 2–5) while only one (*tetur26g01490*) was upregulated under diapausing conditions (Additional file 8). 

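By class, 2 of the 3 listed Delta-class GSTs were downregulated, tetur01g02480 with a log2 fold change of -1.74 ± 0.21 (SD, n = 4, adjusted p = 0.000204) and tetur01g02500 with -1.15 ± 0.082 (SD, n = 4, adjusted p = 0.000189), and the remaining one, tetur26g01490, rose. All 5 Mu-class genes fell past the threshold, between 2.09-fold for tetur05g05240 and 5.76-fold for tetur05g05190. The call of tetur05g05240, at -1.06 ± 0.36 (SD, n = 4), changed without replicate 1, where its log2 fold change was -0.93, and it also changed when probes that list several genes were left out, at -0.51. Of its 8 probes, 4 also list tetur05g05260, which was at -1.19 ± 0.39 (SD, n = 4) and lost its call with probes of 1 gene only. Both genes also lost the call after normexp and median centring, with the brightest probe and with spike-in scaling. The test for a change beyond 2-fold called neither of them, nor tetur05g05220, which also lost its call without the detection filter. With the brightest probe alone tetur01g02480 was -0.76, and after normexp and median centring tetur01g02500, which shares 2 of 7 probes with another gene, was -0.70, both below 2-fold.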

Three differentially expressed genes were classified into the Delta-class GSTs and 5 belonged to the Mu-class which was previously believed to be vertebrate-specific [31]. 

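The only Omega-class gene of this list, tetur01g02320, had a log2 fold change of -1.19 ± 0.087 (SD, n = 4, adjusted p = 0.000181), a fall of 2.27-fold from 6 probes that list no other gene. After normexp and median centring it was -0.76, and with the arrays scaled to the spike-in controls -0.82, both below 2-fold.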

One of the downregulated genes, *tetur01g02320* (FC 2), belonged to the Omega-class. Recently, it was suggested that an *Apis cerana cerana* gene belonging to this class displayed protective effects against oxidative stress [65]. In general, GSTs are important in Phase II of the detoxification process, acting by conjugating glutathione to xenobiotics or their derivatives. The lower expression of Delta- and Mu-class GSTs, can be associated with the lack of feeding and the reduced intake of potential xenobiotics. In addition, glutathione is often associated with the removal of reactive oxygen species (ROS) and results in a change of the ratio of reduced glutathione (GSH) over oxidized glutathione (GSSG). This ratio serves as an indicator of oxidative stress and is also influenced by GSTs, which are capable of catalyzing the oxidation of GSH via conjugation. It has been shown for the European corn borer *Ostrinia nubilalis* that GST activity in mitochondria was lower under diapause than under non-diapause conditions indicating a lower GSH/GSSG ratio creating oxidizing conditions [66, 67]. Similar to insects, the downregulation of GST genes in the two-spotted spider mite could indicate the transition of a reducing to an oxidative gut environment under diapause conditions.

The expression of ABC-transporters was also affected and of the 103 ABC genes annotated in the *T. urticae* genome [68]*,* 20 genes displayed a differential expression (Additional file 9). 

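Among the 20 ABC genes listed in Additional file 9, 19 were past the threshold, 7 upregulated and 12 downregulated, both among all genes and when adjusted over the list alone. The exception was tetur40g00010, which fell by less than 2-fold and is named after its value had been seen. The test for a change beyond 2-fold moved this count most, to 11 (3 up and 8 down), and after normexp and median centring 7 were upregulated and 5 downregulated.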

The differentially expressed genes coding for ABC-transporters of class C were all downregulated (FC 2.1-7.3) except for one gene (FC 2). This class of ATP-binding cassette transporters constitutes efflux pumps, also named multidrug resistance associated proteins (MRP), and many proteins of this class have been implicated in reducing the cellular concentration of toxic compounds [68, 69]. 

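Of the 10 listed ABCC genes, 8 were downregulated past the threshold, between 2.42-fold and 7.44-fold. The largest of these falls was that of tetur23g02452, with a log2 fold change of -2.90 ± 0.38 (SD, n = 4, adjusted p = 0.000188). The upregulated gene was tetur11g05990, with a fold change of 2.07, named after its value had been seen. In 7 of the 10 ABCC genes, at least 1 probe also lists another gene.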

The fact that diapausing spider mites do not feed, implies that also the intake of toxic compounds will decrease and downregulation of the ABCC genes could be a consequence of this. On the other hand, in the nematode *C. elegans*, an MRP-1, was detected to mediate the regulation of dauer larvae formation [70], and the precise role of ABCC genes in diapause needs to be further investigated. Four ABC-transporters class G were also differentially expressed. 

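For the ABCG gene tetur17g02510 the log2 fold change was 1.80 ± 0.20 (SD, n = 4, adjusted p = 0.000166), a rise of 3.48-fold from 6 probes that list no other gene, and it kept its call under all alternatives. Of the other ABCG genes in the list, tetur13g02010 and tetur03g04350 were also upregulated and tetur02g11270 fell 2.39-fold.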

One gene, *tetur17g02510* was upregulated (FC 3.5) and previously identified as a clear orthologue of *D. melanogaster* CG3327, also known as Early gene 23 (E23) [68]. This E23 is a 20-OH ecdysone-induced ABC transporter that is capable of regulating 20E responses during metamorphosis, probably by removing 20E from cells [71]. In *Drosophila* flies, it is also believed that E23 controls the circadian clock in adult flies through ecdysone-mediated expression of the clock gene *vrille*[72]. Although *T. urticae* uses a different molting hormone than flies do (ponasterone A instead of 20E) [31], the upregulation of *tetur17g02510* during diapause and its function at this life stage could be crucial and merits further investigation. 

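Among the ABC-transporters of class H, tetur18g00230, tetur21g00940 and tetur01g03530 were upregulated and tetur26g02620, tetur05g05000 and tetur36g00240 downregulated past the threshold. The largest rise was that of tetur18g00230, with a log2 fold change of 2.43 ± 0.98 (SD, n = 4, adjusted p = 0.00395). Its ratio was 3.85 on replicate 4 and 1.58 to 2.19 on the other arrays, and without replicate 4 the log2 fold change of tetur18g00230 was 1.95. The test for a change beyond 2-fold did not call it. The largest fall, that of tetur26g02620, was 5.77-fold. None of these 6 genes has a probe that lists another gene.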

In the ABC-transporters class H, six genes showed a differential expression ranging from a downregulation of 5.6 to an upregulation of 4.5. This transporters class was not associated with feeding, but recent studies suggest an involvement in cold hardening in *D. melanogaster*[73], pesticide resistance in *Plutella xylostella*[74] pesticide and lipid transport to the cuticle in *Tribolium castaneum*[75].

Finally, genes encoding for intradiol ring-cleavage dioxygenases (ID-RCDs) were greatly influenced by the condition of diapause. 

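Additional file 10 lists 10 ID-RCD genes, all past the threshold here, 9 downregulated and 1 upregulated, with the same counts when adjusted over the list alone. The falls ranged from 2.09-fold for tetur44g00140 to 38.8-fold for tetur01g00490, whose log2 fold change was -5.28 ± 0.75 (SD, n = 4, adjusted p = 0.000196). The upregulated gene, tetur13g04550, had a log2 fold change of 1.11 ± 0.17 (SD, n = 4, adjusted p = 0.000434), and all 5 of its probes also list another gene. It was 0.49 after normexp and loess and 0.52 with its brightest probe alone, both below 2-fold. Under normexp and loess, 8 of the genes were downregulated past the threshold.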

Out of 17 ID-RCD genes, 11 were differentially expressed and all except one, showed a significant downregulation ranging from 2 to 37 times (Additional file 10). These ID-RCDs are among the most compelling cases of horizontal gene transfer in the genome of *T. urticae*, as they are specific for bacteria and fungi, with no known homologues in Metazoa [12, 31]. They seem to have an important role in host plant adaptation, and are also constitutely overexpressed in several highly multi resistant spider mite strains [12]. In bacteria and fungi, they cleave aromatic rings of catecholic substrates, but their precise function in *T. urticae* remains until now unclear [12]. Among detoxifying families, ID-RCDs showed one of the most prominent responses to diapause strongly suggesting an important role in digestion or detoxification.

#### Cryoprotection mechanisms: a potential new type of antifreeze proteins

##### Polyol metabolism

Evolutionary adaptations among arthropods to enter diapause are not limited to those that downregulate the metabolism and energy production, but also include metabolic changes that allow to survive the direct effect of harsh conditions such as life-threatening temperatures. Already in 1957, it was reported that diapausing eggs of the silkworm are accumulating sorbitol and glycerol that serve as cryoprotectants [76]. Thereupon, more polyols and sugars were discovered in various arthropods including mannitol, glucose, ribitol, arabinitol and threitol as well as trehalose and the amino acid alanine [6, 77, 78]. Synthesis of polyols is not exclusively assigned to diapause but is also often attributed to rapid cold-hardening [6, 79]. A biochemical study of diapause in *T. urticae* previously revealed an enrichment of potential cryoprotectants [13]. It was found that during diapause, the level of glucose, maltose, inositol and ribitol increased significantly compared to non-diapausing mites and lowering the temperature to 5°C caused a shift in accumulation to mannitol and sorbitol. Worth mentioning is that the concentration of alanine, together with glutamate, did not decrease during diapause [13]. Alanine is also found to serve as a cryoprotectant in *Gynaephora groenlandicae*[80, 81] and associated with freeze survival in *Enchytraeus albidus*[82] and a freeze tolerant frog *Rana sylvatica*[83].

The results of our gene expression analysis partly support these metabolic changes at the molecular level. Inositol or 1D-*myo*-inositol are intermediates of the inositol phosphate metabolism and some direct key enzymes were differentially expressed (Figure 4, Additional file 11). 

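The IMPA orthologue tetur32g01900 had a log2 fold change of 1.02 ± 0.063 (SD, n = 4, adjusted p = 0.000221), a fold change of 2.03. Without replicate 4 it was 0.99, and after normexp and loess 0.93, both below 2-fold. For tetur32g00440 the log2 fold change was -0.24 ± 0.057 (SD, n = 4, adjusted p = 0.0160), lower in diapausing mites on each array, and it became 0.12 with the arrays scaled to the spike-in controls and 0.03 after normexp and median centring. A neighbouring gene that Additional file 11 lists, tetur32g00400, had a log2 fold change of 0.97 ± 0.11 (SD, n = 4, adjusted p = 0.000363), just under 2-fold. The value of tetur32g00400 was 1.01 without replicate 1 and 1.12 after normexp and median centring, which put it past the threshold.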

Inositol monophosphatase (IMPA) dephosphorylates several molecules into 1D-*myo*-inositol and *T. urticae* orthologues of this enzyme, *tetur32g00440* and *tetur32g01900*, were upregulated (FC 2.0 and 2.1 respectively) in diapausing spider mites. Another important enzyme is inositol oxygenase (MIOX) which converts 1D-*myo*-inositol into D-glucuronate and plays a key role in the ascorbate metabolism. 

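The log2 fold change of the MIOX orthologue tetur19g00780 was -2.11 ± 0.68 (SD, n = 4, adjusted p = 0.00191), a fall of 4.31-fold. The ratio was below 0 on each of the 4 arrays, from -1.28 on replicate 4 to -2.88 on replicate 3, and the test for a change beyond 2-fold did not call it.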

Its orthologue, *tetur19g00780*, was 4.3 fold downregulated in diapausing spider mites, possibly to maintain high levels of these cryoprotectants. 

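The PLC orthologue tetur05g05350 had a log2 fold change of 1.06 ± 0.10 (SD, n = 4, adjusted p = 0.000267), a fold change of 2.09, and rose on each array. After normexp and loess the value was 0.66, below 2-fold.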

The enzyme, phosphatidylinositol phospholipase C, PLC, converts 1-phosphatidyl-1D-*myo*-inositol-4,5P_2_ to 1D-*myo*-inositol-1,4,5-P_3_ and its orthologue *tetur05g05350* was upregulated (FC 2.2) during diapause. Subsequently, 1D-*myo*-inositol-1,4,5-P_3_ is dephosphorylated by inositol-1,4,5-trisphosphate 5-phosphatase, INPP5, to 1D-*myo*-inositol-1,4-P_2_. 

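For tetur08g02900 the log2 fold change was 1.29 ± 0.18 (SD, n = 4, adjusted p = 0.000336), a fold change of 2.45 from 3 probes that list no other gene. It was 0.86 after normexp and loess, which is below 2-fold.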

*Tetur08g02900*, one of the genes encoding for this INPP5 enzyme, was upregulated 2.5 times. In conclusion, the differential expression of these enzymes belonging to the inositol phosphate pathway endorses the hypothesis that *T. urticae* synthesizes inositol which is involved in cryoprotection. It was first discovered that inositol accumulates in hibernating adults of beetles [84, 85] and afterwards associated with cold hardening in several insects [85–87]. Also the hibernating adult house spider, which belongs together with *T. urticae* to the Arachnida, was shown to protect against cold-shock damage by the synthesis of inositol [88]. 

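Additional file 11 lists 15 genes of this pathway, of which 14 had a value here. Past the threshold, 4 were upregulated (tetur32g01900, tetur05g05350, tetur08g02900 and tetur22g00790) and 1 was downregulated (tetur19g00780). Non-diapausing mites were not well above background for tetur22g00790, so its rise is given as at least 1.16-fold, while its call rests on the software's ratio. Of all 14 genes, 7 rose and 7 fell, and 11 rose and 3 fell with the arrays scaled to the spike-in controls. Leaving out replicate 1 gave 5 upregulated and 3 downregulated genes past the threshold, and leaving out replicate 2 gave 4 and 2. Only tetur19g00780 passed the threshold after normexp and loess, and no gene of the list did in the test for a change beyond 2-fold (limma's treat), where 3 had an unadjusted p under 0.05.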

In hydrophilic soil arthropods, the accumulation of *myo*-inositol is essential to increase the osmotic pressure and to maintain their body fluids in a hyperosmotic state. This causes net water uptake from the atmosphere by passive diffusion [89]. Next to inositol related pathways, our analysis also revealed that a maltase gene (*tetur06g01620*) is 4.4 times downregulated, and this could indicate an increase of maltose, which was previously observed by direct measurements in *T. urticae*[13]. 

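On the arrays, tetur06g01620 had a log2 fold change of -2.12 ± 0.35 (SD, n = 4, adjusted p = 0.000339), a fall of 4.34-fold. The ratios were -2.45, -1.75, -1.89 and -2.39 on replicates 1 to 4, and the gene kept its call under all alternatives, between -2.19 and -1.76.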

Maltose is a disaccharide formed from two units of glucose and its hydrolysis is catalyzed by the enzyme maltase which regenerates glucose levels. This maltose sugar is also enriched in several species during diapause and after cold hardening [90, 91] and is already used as a supplementary cryoprotectant for algae, protozoa [92] and in pretreatment of embryogenic cultures of the maritime pine tree [93].

**Figure 4:**
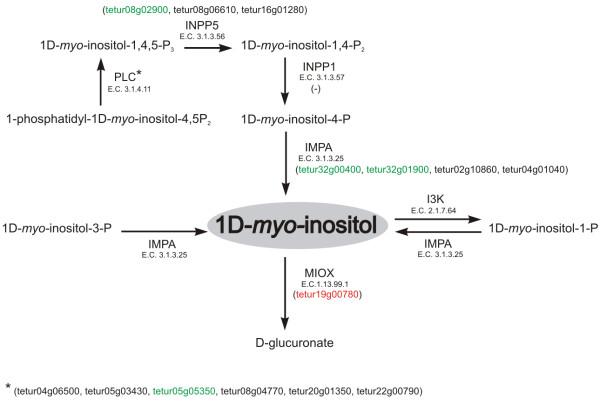
***T. urticae*** **enzymes involved in inositol phosphate metabolism and their expression in diapausing** ***T. urticae*** **females.** The inositol phosphate metabolism pathway was derived from the KEGG metabolic pathway database for *D. melanogaster* (http://www.genome.jp/kegg-bin/show_pathway?ko00562)*.* The name and E.C. number of each enzyme involved in the IPM pathway is listed next to the arrows while accession numbers of *T. urticae* homologues of *D. melanogaster* enzymes involved in IPM are mentioned between brackets (see Additional file 11). *T. urticae* homologues presented with a green font where significantly upregulated (FDR < 0.05, |FC| ≥ 2) in diapausing *T. urticae* females while those shown with a red font were significantly downregulated (FDR < 0.05, |FC| ≥ 2). Abbreviations: INPP1 = Inositol polyphosphate 1-phosphatase, I3K = inositol 3-kinase, IMPA = inositol monophosphatase 3, MIOX = inositol oxygenase, INPP5 = inositol-1,4,5-trisphosphate 5-phosphatase, PLC = phosphatidylinositol phospholipase C.

##### Antifreeze proteins

One of the most striking differentially expressed genes in our analysis consisted of a small family of ‘hypothetical proteins’ (Additional file 2). This family was manually annotated in the genome database of *T. urticae*, and consisted of a set of 20 genes and 2 pseudogenes (*tetur22g03073* and *tetur63g00100*). Of those, only 16 genes were represented by probes on the microarray and 14 of these were upregulated in diapausing spider mites, with fold changes varying between 4 and 164 (Additional file 12). 

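The 16 AFP genes with probes were all upregulated past the threshold and rose on each of the 4 arrays, and the same 16 when adjusted over the list alone. The 14 genes of Additional file 12 had fold changes of 3.76 for tetur22g02550 to 162 for tetur22g02690. For the latter, non-diapausing mites were well above background on 2 of the 4 arrays, and its log2 fold change of 7.34 became 4.47 after normexp and loess. The other 2 genes, tetur22g02740 and tetur22g02760, named after their values had been seen, were not well above background in non-diapausing mites. Their rises are lower bounds of at least 2.30-fold and at least 1.94-fold, while their calls rest on the software's ratios. Without the detection filter 15 genes were called, with a log2 fold change of 1.00 for tetur283g00030, just short of 2-fold. With detection in both channels required, 14 genes had a value, and all of them were called. Probes that also list another gene occur in 4 of the 16 genes.

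**Figure D4:**
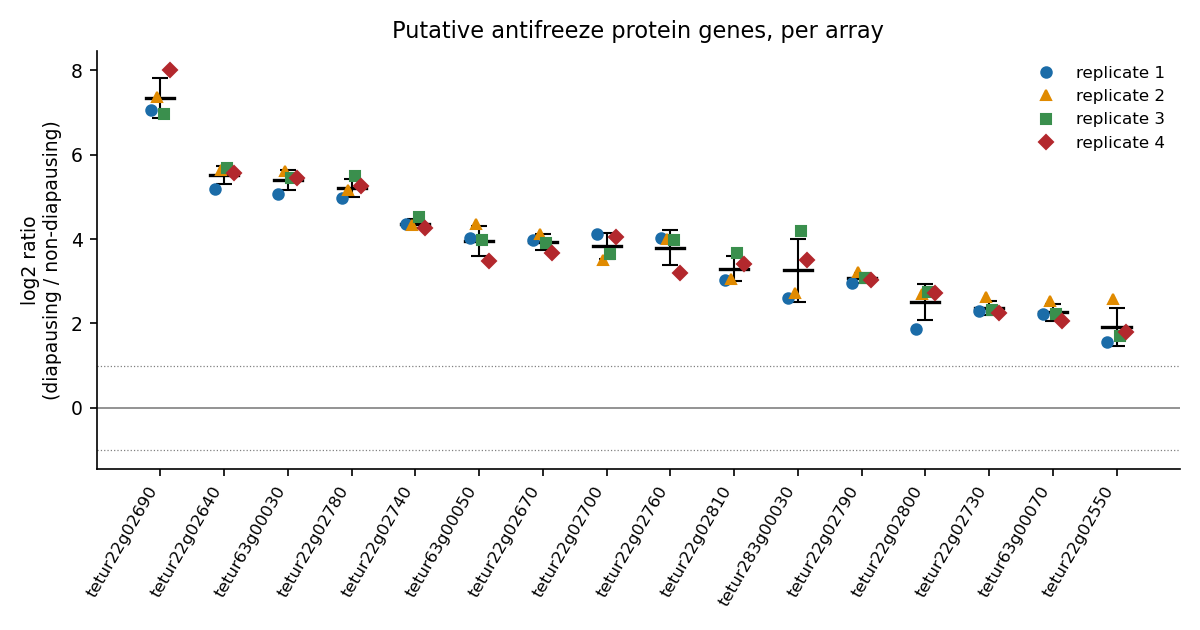
Log2 ratio of diapausing over non-diapausing mites on each of the 4 arrays for the 16 putative antifreeze protein genes with probes. Black lines show the mean and bars the SD, and dotted lines mark a 2-fold change. The means lie between 1.91 and 7.34, and for tetur22g02740 and tetur22g02760 the values rest on a non-diapausing signal near background.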

Gene loci are distributed over three genomic scaffolds: 22 (15), 63 (4) and 283 (1) and all genes except *tetur22g03033* are intronless. Genes on scaffold 22 are tightly clustered within a 90 kb region, but the proteins showed only moderate sequence similarity, suggesting their proliferation in the *T. urticae* genome is the result of “ancient” tandem duplication events. 

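Near-identical genes on different scaffolds had similar ratios on the arrays in 3 of 4 pairs. For tetur63g00030 the log2 fold change was 5.40 ± 0.23 (SD, n = 4) and for tetur22g02640 5.52 ± 0.22 (SD, n = 4). The values were 3.95 ± 0.36 (SD, n = 4) for tetur63g00050 and 3.92 ± 0.19 (SD, n = 4) for tetur22g02670, which share a probe, and 2.26 ± 0.20 (SD, n = 4) for tetur63g00070 and 2.37 ± 0.17 (SD, n = 4) for tetur22g02730. For tetur283g00030, measured with 1 probe, the value was 3.26 ± 0.74 (SD, n = 4), and for tetur22g02550 it was 1.91 ± 0.46 (SD, n = 4). The comparison of this pair depends on the probes used. The 2 probes of tetur22g02550 were at 0.89 and 2.93, and with its brightest probe alone it was 2.93, near the 3.26 of tetur283g00030. Without the detection filter tetur283g00030 was 1.00. The gene tetur63g00090 had no value here.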

*Tetur283g00030*, *tetur63g00030, tetur63g00050, tetur63g00070* and *tetur63g00090* showed very high identity values (96.7% - 100%) with *tetur22g02550*, *tetur22g02640, tetur22g02670, tetur22g02730* and *tetur22g02690*, respectively (Additional file 13). This might suggest a recent duplication event, although the possibility that the genes on scaffold 22 and 63/283 actually represent the same gene due to assembly issues caused by allelic variants cannot be excluded at this stage.

All members of this hypothetical protein family, except *tetur22g02690*, *tetur22g03063* and *tetur63g00090*, have a predicted signal peptide [50] and hence are probably secreted by cells. Strikingly, an InterPro-scan revealed that the majority (16/20) of these hypothetical proteins contained the “Insect Antifreeze Protein” motif (IPR016133 with an E-value between 1e^-04^ and 1e^-06^). A BLASTp search against the non-redundant protein database of NCBI also hit to antifreeze proteins of Coleoptera with a low to moderate E-value (between 1e^-02^ and 1e^-06^). Furthermore, all members from this family were predicted as an insect AFP by AFP-Pred, a recently developed software tool using a “random forest” approach for the prediction of antifreeze proteins [94].

Accordingly, we aligned and compared the *T. urticae* mite sequences with well-studied insect AFP sequences of two beetles: *Dendroides canadiensis* (AAF86362 and AAB94303) and *Tenebrio molitor* (1L1I_A) (Additional file 14). These insect AFPs consist of 78 to 148 amino acids and their cysteine (Cys) content ranges from 15 to 19%, whereas the spider mite sequences measure between 92 and 210 amino acids and consist for 19 to 25% of Cys. In addition, typical insect AFPs are characterized by 7 repeats of 12-or 13-mer repeats (Thr-Cys-Thr-X-Ser-X-X-Cys-X-X-Ala-X) with at least every sixth residue a cysteine [95, 96]. The Cys residues can form stable disulfide bridges throughout the protein and are flanked by Thr residues, which are thought to be responsible for the ice binding sites [97]. In *T. urticae,* the predicted AFPs comprise a continuous repeated sequence (Asn-Cys-Thr-X-Cys-X-X-Cys-X-Asn-Cys-X). It is clear that two of the Cys (at the sixth residue, involved in disulfide bridging) are conserved, but two other Cys are found at positions where in beetles a conserved Ser and Ala residue is found. Furthermore, the conserved Cys are not only flanked by Thr, but a variety of Asp, Asn and Thr. These hydrophilic residues are capable of ice-binding and inhibition of ice crystal growth [98, 99]. The specific arrangement and position of these residues is however fundamental for the activity of AFPs in order to bind to the ice surface with a particular orientation. Hence, all 20 protein sequences were submitted to Phyre^2^ web service for structure prediction. Six out of 20 query sequences (tetur22g02640, tetur22g02690, 22g03033, tetur22g03063, tetur63g00030 and tetur63g00090) had a top scoring match with an insect AFP template structure (pdb: d1ezga) in the Phyre^2^ library. Subsequently, 2D and 3D models for these six *T. urticae* proteins were returned based on this match. For example, the 3D model of tetur22g03033 (53% of the tetur22g02640 protein sequence has been modeled with 97.1% confidence, Additional file 15) showed the typical configuration of cysteine rich insect AFP consisting of six β-strands containing the typical Cys-residues (Figure 5) (at six AA distance) producing disulfide bridges. The important ice-binding amino acids (Asn, Asp and Thr) are located on the outside of the protein. Interestingly, the extra Cys-residues (at three AA distance) specific for mite AFP sequences, are pointing inwards and may form alternative cysteine bridges *in vivo*. The typical ice-binding surface [100–102] was not apparent in the 3D homology model of tetur22g03033, but these outfacing hydrophilic residues might still be involved in ice binding. Recently, divergent tertiary structures were also reported for *Rhagium inquisitor*[103] and snow fleas [104]. In conclusion, sequence alignments, and *in silico* predictions including a homology model strongly suggest that this small family of proteins might represent a new class of arthropod AFPs. Nevertheless, functional expression combined with activity tests using nanoliter osmometry should provide formal evidence of the activity and ice binding properties of these proteins [105–107].

**Figure 5:**
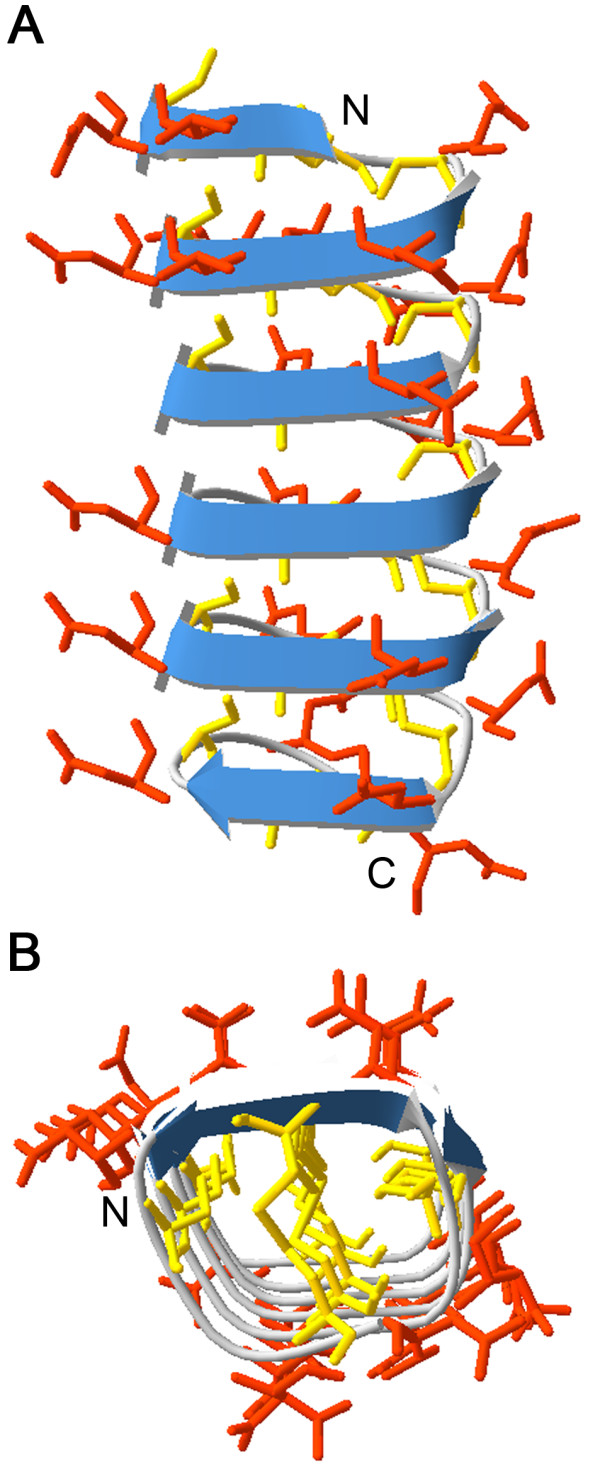
**Ribbon illustration of a putative** ***T. urticae*** **antifreeze protein (AFP).** Side **(A)** and end-on **(B)** view of the predicted 3D-structure of a putative spider mite AFP (tetur22g03033) with β-sheets indicated by blue arrows. Asn, Asp and Thr side-chains are indicated in orange while Cys side-chains are indicated in yellow. The N-and C-terminus of the *T. urticae* AFP structure are indicated with the letters N and C, respectively. The 3D-model for tetur22g03033 was created using the Phyre^2^ server (with pdb-model: d1ezga) [48] and further edited with Swiss PDB viewer [49].

The production of antifreeze proteins is a protective mechanism against the effects of lowered environmental temperatures and freezing [8]. Typically, cysteine-rich insect antifreeze proteins adsorb to seeded ice crystals and inhibit enlargment of these crystals [101] which causes a difference between the freezing temperature and the melting point, a process that is known as thermal hysteresis. Thermal hysteresis antifreeze proteins have also been found in vertebrates, invertebrates, fungi, bacteria and plants [108]. At least fifty species of insects and many terrestrial arthropods [107, 109] are known to produce AFPs and although many have low levels of thermal hysteresis, some insects produce hyperactive antifreeze proteins. The common yellow mealworm beetle, *T. molitor,* contains antifreeze proteins that can account a thermal hysteresis of 5.5°C at a concentration of 1 mg/ml [95]. Comparative results are found in *Hypogastrura harveyi*[110, 111] and *C. fumiferana* who display similar thermal hysteresis properties [108]. The magnitude of thermal hysteresis effect occurring in a species depends not only on the structural type of proteins, but can differ greatly depending on the moment of sampling or the level of acclimatization of insects [111].

We performed additional qPCR experiments to investigate the association of AFPs with diapause and/or cold stress of 5 typical AFP genes (*tetur22g02690, tetur22g02640, tetur22g02730, tetur22g02790* and *tetur22g02670*). Expression levels were compared between non-diapausing mites at 24°C (standard rearing conditions), and mites that were submitted to a cold shock of 7 days, together with diapausing and non-diapausing mites at 17°C (the conditions of the microarray experiments). Results showed that the expression of these genes was overall more affected by the diapause condition, than the reduction in temperature in *T. urticae*, indicating that for some genes the expression is probably regulated by physiological, rather than environmental changes (Figure 6). All genes were significantly high upregulated in diapausing mites at 17°C when compared to the expression of these genes in active mites at 17°C, confirming microarray results. 

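In the array data from mites at 17°C, the 5 AFP genes chosen for this qPCR experiment were all upregulated in diapausing mites. The log2 fold change of tetur22g02690 was 7.34 ± 0.48 (SD, n = 4, adjusted p = 4.55e-05). The other 4 had fold changes of 45.8 (tetur22g02640), 15.1 (tetur22g02670), 8.40 (tetur22g02790) and 5.15 (tetur22g02730), with adjusted p values of 3.56e-05, 3.98e-05, 3.98e-05 and 7.52e-05. The lowest of the 4 ratios was above 2-fold for each of these genes.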

Only one gene, *tetur22g02690*, was equally high expressed both in diapause mites at 17°C and in mites treated by cold shock. Of the 4 other genes tested, two did respond to cold stress (*tetur22g02670, tetur22g02730*) but with small changes in expression, while *tetur22g02790* and *tetur22g02640* were only upregulated to high levels in diapausing mites.

**Figure 6:**
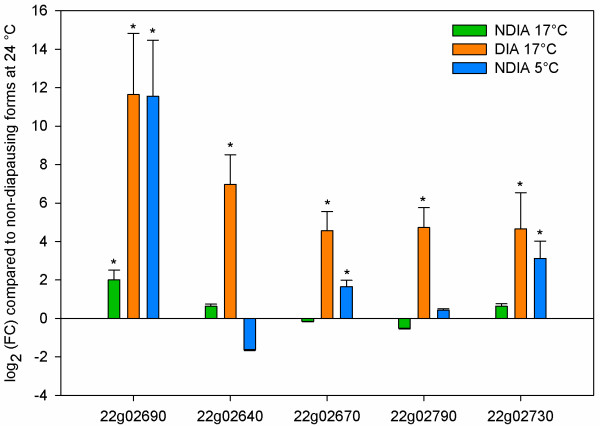
**Expression levels of genes coding for putative** ***T. urticae*** **antifreeze proteins.** qPCR quantification of expression levels of putative AFP genes in *T. urticae*. Green, orange and blue bars represent the relative mean expression in non-diapausing spider mites at 17°C, diapausing spider mites at 17°C and non-diapausing spider mites at 5°C, respectively, relative to expression in non-diapausing mites of the LS-VL strain at 24°C. Error bars represent the standard error of the calculated mean based on three biological replicates. Asterisks indicate significantly differential expressed genes (random reallocation test) compared to the reference condition (green, non-diapausing LS-VL strain at 24°C).

It was previously shown that the production of antifreeze proteins is not exclusively associated with diapause. In *T. molitor*, *D. canadensis*[112]*, R. inquisitor*[113] and *H. harveyi*[110], antifreeze proteins could be collected from insects that were exposed to cold. In the spruce budworm, transcripts of antifreeze proteins were found in both the first larval instar and in the second diapausing instar [111]. This indicates that both cold hardening and diapause can trigger the production of AFPs in insects, similar to what was shown for *T. urticae* in this study. It was demonstrated previously in *T. urticae* that diapausing forms had a lower supercooling point than non-diapausing forms, even if those active forms were cold acclimated for 10 days at 5 or 0°C [27]. Furthermore, the 5°C cold acclimated active mites showed a lower supercooling point than the not acclimated active mites, indicating cryoprotection caused by cold and diapause, but the involvement of mite AFPs identified in this study was not assessed and should be further studied. Of particular note, homologues of spider mite AFPs were not found in other mite and tick species for which a draft genome or transcriptome is available, such as *Varroa destructor*, *Metaseiulus occidentalis*, *Ixodes scapularis* and *Panonychus citri*.

#### Cytoskeletal organization

The cytoskeleton plays a critical role in the process of cold-acclimatization in arthropods. For *Culex pipiens*, it was reported that two actin genes were highly overexpressed in early diapause [114, 115]. In addition, the upregulation of actin genes was also associated with a redistribution of polymerized actin during exposure to cold in non-diapausing and diapausing mosquitoes. The functional analysis of our enriched GO terms showed that more genes associated with the cellular component of the cytoskeleton and the molecular function of actin binding were upregulated than downregulated during diapause (Figure 3). Of the 15 genes associated with the cytoskeleton, five showed high identity with the myosin heavy chain protein (a BLASTp hit (E-value < 1e^-144^) of *Camponotus floridanus*). Myosin heavy chain (MHC) isoforms are complex, multifunctional contractile proteins with an ATPase activity and are associated with other MHCs and myosin light chains to form the sarcomeric thick filament [116, 117]. Many organisms have several MHC isoforms that fulfill various functions and differ in their expression patterns. They were found to be involved in translocation of actin filaments [118] and are selectively repressed during dissolution of insect skeletal muscles at the end of the metamorphosis of *Manduca sexta*[119]. In crustaceans, it has been shown that the increased expression of MHC was temperature related and could not specifically be ascribed to diapause [120]. More recently, a sequence that matched with a *Drosophila* MHC was found in the diapause-destined *Artemia fransicana* embryo [121]. 

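The gene tetur20g00190 had a log2 fold change of 1.44 ± 0.25 (SD, n = 4, adjusted p = 0.000444) and tetur20g00160 of 1.52 ± 0.28 (SD, n = 4, adjusted p = 0.000474), and both rose on each of the 4 arrays. After normexp and loess, tetur20g00190 was 1.20 and tetur20g00160 was 0.87, the latter below 2-fold.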

In *T. urticae,* two genes, *tetur20g00190* and *tetur20g00160*, that are coding for muscle-specific proteins 300 (MSP300) are also upregulated and are associated with the actin microfilament system [122]. A similar muscular protein, MSP20, was also found to be upregulated in the diapausing *P. volucre*[56]. The gene *tetur23g00300* is related to a formin homology 2 domain containing protein (a BLASTp hit (E-value = 8.59e^-133^) with formin homology 2 domain containing 3 of *Homo sapiens*) and is known as an actin-organizing protein. *Tetur23g00300* was upregulated and the GO terms of actin binding and cytoskeleton components were assigned to this gene. 

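The gene tetur23g00300 had a log2 fold change of 1.62 ± 0.27 (SD, n = 4, adjusted p = 0.000388), a fold change of 3.08, from 3 probes that list no other gene. Processing with normexp and loess gave 0.95, just below 2-fold.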

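For tetur11g04370 the log2 fold change was 1.11 ± 0.14 (SD, n = 4, adjusted p = 0.000335), a fold change of 2.16, and 6 of its 7 probes also list another gene. For tetur11g04320 it was 1.03 ± 0.15 (SD, n = 4, adjusted p = 0.000457), a fold change of 2.04, with 1 of 3 probes shared. The value of tetur11g04320 was 0.99 without replicate 1 and 0.99 without replicate 3, both below 2-fold. With normexp and loess in place of the software's steps, tetur11g04370 was 0.65 and tetur11g04320 was 0.69, also below 2-fold.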

In the GO-term pool of actin binding, two genes, *tetur11g04370* and *tetur11g04320*, with a LIM domain were upregulated. These LIM domains are present in many proteins with diverse functions. One of these functions involves a direct or indirect interaction with the actin cytoskeleton. Besides these genes that came up in the GSEA, other cytoskeleton-related genes also showed a differential expression. 

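Among ankyrin-related genes, tetur11g02270 had a log2 fold change of 1.47 ± 0.23 (SD, n = 4, adjusted p = 0.000357), with 1 of 3 probes that also lists another gene, and tetur15g02730 of 1.18 ± 0.12 (SD, n = 4, adjusted p = 0.000235), which was 0.90 after normexp and loess and then below 2-fold. For tetur19g00130 the log2 fold change was 1.00 ± 0.24 (SD, n = 4, adjusted p = 0.00117), a fold change of 2.00. It was 0.94 without replicate 1, 0.93 without replicate 3 and 0.20 after normexp and loess, in each case below 2-fold. For tetur01g08790 it was 0.85 ± 0.76 (SD, n = 4, adjusted p = 0.0517), with ratios of 0.21, 0.27, 1.13 and 1.79 on replicates 1 to 4, which is not past either threshold. It passed both when only probes detected on all 4 arrays were used, and with the arrays scaled to the spike-in controls it was 1.21. The cuticular protein gene tetur06g01680, measured with 1 probe, had a log2 fold change of -2.30 ± 0.66 (SD, n = 4, adjusted p = 0.00133), a fall of 4.92-fold, with replicate 4 at -1.36 and the other arrays between -2.89 and -2.38.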

Four ankyrin related genes, *tetur01g08790, tetur11g02270, tetur15g02730* and *tetur19g00130*, were upregulated, while a cuticular protein, *tetur06g01680*, was downregulated. This is exactly the opposite of what was observed in the proteomic profiling of the aphid parasitoid *P. volucre*[56]. Ankyrin proteins are implicated in coupling integral membrane proteins to the cytoskeleton network which can cause dynamic interactions among cytoskeletal filaments. Moreover, the upregulation of ankyrin-like proteins is linked to the recovery of insects from cold stress [8]. The differential gene expression of genes coding for cytoskeleton-related proteins suggests that a reorganization of these structures might take place during diapause and that the cytoskeleton is considerably distinct from that of non-diapausing spider mites.

#### Carotenoid synthesis

Already in 1974, Veerman [123] detected that diapausing females of *T. urticae* showed a more than two-fold increase in total keto-carotenoid pigment content than the green summer females. Further research demonstrated that carotenoids not only cause the striking color difference between diapausing and non-diapausing females, but also that carotenoids are functionally involved in photoperiodism [124, 125]. The perception of this photoperiod by mites requires the presence of a photoreceptor and was long unknown. Rearing albino strains on carotenoid-containing and carotenoid-free diets demonstrated the potential of vitamin A as photoreceptor [126]. When wild-type females fed on the carotenoid free diets, they could still enter diapause which according to Bosse *et al.* (1996) could be allocated to the transfer of maternal carotenoids to the egg [126]. In this study it was also assumed that the amount of carotenoids present in the egg was not only enough for diapause induction but also for the body coloration of the diapausing female. Recently, Grbić *et al.* (2011) demonstrated that *T. urticae* possesses two horizontally transferred fused carotenoid cyclase/synthase genes and three carotenoid desaturase genes [31]. These genes most likely originate from a Mucorales-related fungal donor and are similar to the pea aphid, *Acyrthosiphon pisum,* carotenoid genes [127]. Varying numbers of diversified carotenoid desaturases have been found in 34 aphid species and the related insect group Adelgidae [128]. Most recently, Cobbs *et al.* (2013) [129] reported the third case of fungal carotenoid biosynthesis gene homologues in gall midges (Diptera: Cecidomyiidae). Several other cases of horizontal gene transfer have been described in arthropods and most of them have their origin in bacteria, particularly in the *Wolbachia* genus. Only few of those transferred genes to arthropods have been proven to be functional [130, 131].

In our microarray experiment, four genes involved in carotenoid synthesis were clearly differentially expressed in diapausing females (Additional file 16). *Tetur01g11260* and *tetur11g04840* encoding for the fused lycopene cyclase/ phytoene synthase genes showed an upregulation (FC 6.2) and a downregulation (FC 1.8) respectively. 

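The log2 fold change of tetur01g11260 was 2.90 ± 0.16 (SD, n = 4, adjusted p = 5.30e-05), a fold change of 7.45. That of tetur11g04840 was -0.87 ± 0.14 (SD, n = 4, adjusted p = 0.000637), a fall of 1.82-fold that is below the 2-fold threshold, in the same direction on each array and with an adjusted p under 0.05. Both genes have 3 probes that list no other gene.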

Two out of three genes of the phytoene desaturase genes showed the same trend of regulation. 

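Of the phytoene desaturase genes, tetur01g11270 had a log2 fold change of 2.52 ± 0.12 (SD, n = 4, adjusted p = 5.12e-05), a fold change of 5.72. For tetur11g04820 it was -4.97 ± 0.52 (SD, n = 4, adjusted p = 0.000104), a fall of 31.3-fold, and after normexp and median centring it was -2.64. The remaining one, tetur11g04810, had a log2 fold change of -4.64 ± 0.71 (SD, n = 4, adjusted p = 0.000239), but diapausing mites were not well above background for it, so its fall is given as at least 2.67-fold.

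**Figure D5:**
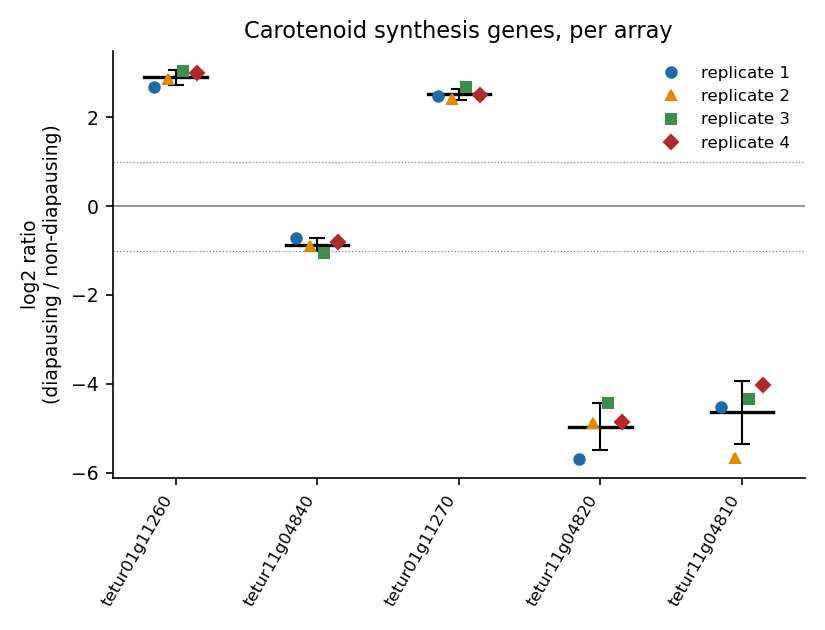
Log2 ratio of diapausing over non-diapausing mites on each of the 4 arrays for the 5 carotenoid synthesis genes. Black lines show the mean and bars the SD, and dotted lines mark a 2-fold change. The genes tetur01g11260 and tetur01g11270 lie above 0 and the other 3 below 0 on each array, with the signal of tetur11g04810 in diapausing mites near background.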

One gene,*tetur01g11270*, displayed an upregulation with fold change of 5.8 and another phytoene desaturase gene, *tetur11g04820*, was downregulated (FC 24.5). Subsequently, we analyzed the expression of this complete set of carotenoid genes by qPCR in two green morphs (LS-VL and London), two red morphs (MR-VL and Tu-SB9) and one diapausing condition of one of the green morphs (LS-VL, 17°C and 8:16 L:D) (Figure 1). All results were compared to one of the green morphs (LS-VL) cultured at 24°C and 16:8 L:D (Figure 7). The expression of the fused lycopene cyclase/ phytoene synthase genes varied depending on the color and physiological state (diapause or not). The cyclase-synthase gene *tetur01g11260* showed a consistent higher expression in diapausing and red morphs, while the cyclase-synthase gene *tetur11g04840* was downregulated in all conditions compared to non-diapausing LS-VL. The expression of the three phytoene desaturase genes resembles the trend of the cyclase/synthase genes, as one gene,*tetur01g11270*, is upregulated in both red morphs and diapausing mites and the other two genes, *tetur11g04810* and *tetur11g04820*, are downregulated in red and diapausing mites. Moreover, the downregulation of *tetur11g04810* was more pronounced: fold changes for the MR-VL red morph and diapausing mites were 14.3 and 6.3 respectively. In the green London morph, this gene was upregulated with a fold change of 4.7 when compared to the green LS-VL morph. From this experiment, it seems that two out of five carotenoid genes are actively involved in the carotenoid synthesis during diapause conditions and in the active red morphs. This data strengthens the general expectation that these genes will enable mites, aphids and gall midges to synthesize their own carotenes, however the functionality of these genes has yet to be determined. Besides this group of horizontally transferred carotenoid genes, genes encoding for GGPP synthase and carotenoid oxygenases were also detected in *T. urticae.* One of these carotenoid oxygenase genes*, tetur06g06440* showed a downregulation in diapausing spider mites which could indicate a shift in beta-carotene molecules.

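On the arrays, the log2 fold change of tetur06g06440 was -1.54 ± 0.17 (SD, n = 4, adjusted p = 0.000188), a fall of 2.91-fold. Across the alternatives the value lay between -1.56 and -1.18, each past the threshold.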

**Figure 7:**
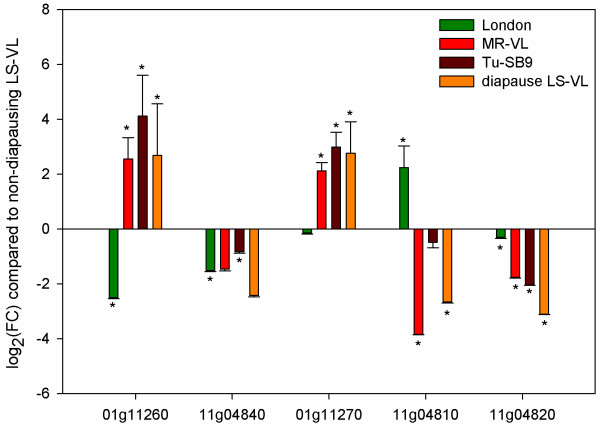
**Expression levels of carotenoid biosynthesis genes in** ***T. urticae.*** qPCR quantification of expression levels of carotenoid biosynthesis genes in *T. urticae*. Green, light red, dark red and orange bars represent the relative mean expression in non-diapausing spider mites of the London strain (green morph), non-diapausing spider mites of the MR-VL strain (red morph), non-diapausing red spider mites of the Tu-SB9 strain (red morph) and diapausing spider mites, respectively, relative to expression in non-diapausing forms of the LS-VL strain (green morph). Error bars represent the standard error of the calculated mean based on three biological replicates. Asterisks indicate significant different expression compared to the reference condition (green, non-diapausing LS-VL strain at 24°C).

Previously, the gene regulation of one carotenoid desaturase (*tetur01g11270*) and one fused carotenoid cyclase-synthase (*tetur01g11260*), two of the whole set of five genes, were examined in green morphs, red morphs and diapausing mites by Altincicek *et al.* (2011) [132]. Their expression was subsequently investigated and showed that both genes were upregulated in red morphs in comparison to the green morphs. Diapause conditions had a great influence on the expression, however at the final point of sampling, the green diapause morphs did not display the typical orange color indicative of diapause. Hence, possibly mites in this study had not truly entered diapause, as many populations do not enter it, and results reflect that the conditions to induce diapause are sufficient to trigger the differential expression. Alternatively, pigmentation in the adult morphs might only slowly develop in these populations after the last molt, which has been previously documented [14].

It was suggested that carotenoids and their derivates fulfill many important roles in insect physiology and life history [133]. According to Bosse and Veerman, [126, 134], the photoperiodic induction of diapause requires carotenoids in moths, butterflies, wasps and spider mites. Moreover, the receptor responsible for the photoperiod measurement appears to be an opsin photoreceptor that needs vitamin A, requiring carotenoids for its synthesis [134]. Results suggest that the horizontal transfer of carotenoid synthesis genes may allow spider mites to enter diapause without depending on dietary intake of carotenoids. Another function of carotenoids is to protect arthropods from ultraviolet radiation and oxidative stress [133]. In *T. urticae,* it was confirmed that diapausing females exhibit a lower mortality at different doses of UV than the green summer females [135]. Both these threats are known to seriously damage the cellular components of arthropods. In insects, diapause is often accompanied by oxidative stress [32, 136–138] and besides the protective function of GSTs, an upregulation of carotenoids during diapause in *T. urticae* could increase the chance to survive these harsh conditions.

#### Signal transduction and G-protein coupled receptors

The token stimuli for the two-spotted spider mite to initiate diapause are a decrease in temperature or in the length of the photoperiod. These signals are most likely transmitted through messengers like hormones or other chemical substances in order to initiate the structural and functional changes related to diapause. In this experiment, four genes that were predicted to operate as G-protein coupled receptors (GPCRs) displayed a differential expression. *Tetur14g00960*, *tetur05g00270* and *tetur03g05860* show high similarity with the neuropeptide Y receptor, a tachykinin receptor and neuropeptide F, respectively, and were all upregulated (FC ranging from 2.2 to 7.6). Also one relaxin-like GPCR, *tetur15g00700,* was downregulated (FC 5.1) [139]. Furthermore, the GO enrichment analysis revealed a high number of genes associated with signal transduction (GO:0007165), including a number of kinases/phosphatases and hormone responsive genes (Additional file 17). 

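For tetur03g05860 the log2 fold change was 2.35 ± 0.25 (SD, n = 4, adjusted p = 0.000132), a fold change of 5.08, and 2 of its 4 probes also list another gene. The value of tetur03g05860 lay between 1.32 after normexp and loess and 3.28 with its brightest probe alone, and its probes ranged from -0.50 to 3.35. For tetur05g00270 it was 1.47 ± 0.19 (SD, n = 4, adjusted p = 0.000256), a fold change of 2.77, and 0.52 after normexp and loess, which is below 2-fold. For tetur14g00960, measured with 2 probes, it was 0.99 ± 0.30 (SD, n = 4, adjusted p = 0.00205), a fold change of 1.99 and thus just below the threshold. The value of tetur14g00960 was 1.12 without replicate 2, 1.00 without replicate 4 and 1.48 with its brightest probe alone, in each case past it.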

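This receptor gene, tetur15g00700, had a log2 fold change of -2.36 ± 0.090 (SD, n = 4, adjusted p = 4.66e-05) in the array data, a fall of 5.15-fold from 3 probes that list no other gene. Its value lay between -2.37 and -1.80 across the alternatives.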

Interestingly, a number of nuclear receptors were downregulated, including the retinoid X receptor beta, *tetur01g09220*, which has been previously implicated in diapause [140]. In addition, one of the 8 paralogs of *Drosophila* DHR96, *tetur36g00260*, was downregulated in diapausing mites. 

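The retinoid X receptor gene tetur01g09220 had a log2 fold change of -1.20 ± 0.17 (SD, n = 4, adjusted p = 0.000366), a fall of 2.30-fold, and fell on each of the 4 arrays. It was -0.84 after normexp and median centring and -0.84 with the arrays scaled to the spike-in controls, in both cases below 2-fold.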

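The DHR96 paralog tetur36g00260 fell 4.05-fold, with a log2 fold change of -2.02 ± 0.25 (SD, n = 4, adjusted p = 0.000191). Its value was -0.88 after normexp and loess and -0.81 after normexp and median centring, both below 2-fold, while it kept its call under the other alternatives apart from the one that fits both channels separately.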

An increased expression of this paralogue has been previously associated with the response to xenobiotics in *T. urticae*[12]. The downregulation of DHR96 in diapausing mites fits to the overall pattern of a decreased expression of genes associated with a reduced intake of xenobiotics. In *Bombyx mori*, a diapause hormone was the first chemical substance that was identified as a maternal control factor to block progeny development [141]. Subsequently, the GPCR for the insect diapause hormone was also discovered and turned out to serve as an inducer for embryonic diapause [142]. Lately, also other GPCRs belonging to a pyrokinin/pheromone biosynthesis activating neuropeptide family have been found in the European corn borer and were downregulated during larval diapause [143]. The differential expression of the GPCRs found in *T. urticae* might indicate a role in the mechanisms underlying triggering and regulation of diapause.

#### Comparison of diapause responses

The gene regulation and gene expression patterns related to diapause appear to vary considerably among different organisms. Ragland *et al.* (2009) compared arrays of dormant and non-dormant phenotypes of *S. crassipalpis, D. melanogaster* and *C. elegans* and deduced that only a small set of 10 differentially expressed genes were regulated similarly [32]. Even among dipterans, patterns of gene expression were not more similar to each other than to *C. elegans.* This finding could imply that the regulation of diapause is not very conserved. On the other hand, two common physiological responses, i.e. those related to metabolism and stress resistance, were affected similarly during diapause across these three species. In order to investigate to which extent regulation of diapause by *T. urticae* aligns with that of these three species*,* we compared the pattern of the 10 across-species markers genes with that of their homologs in spider mites (Table 2). For 5 of these genes, the expression patterns were similar across the four species. One of those genes, pyruvate carboxylase, is associated with both glycolysis as gluconeogenesis. 

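The 11 spider mite genes of Table 2 had log2 fold changes between -0.75 and 0.72, so all were below the 2-fold threshold used elsewhere, and 9 had an adjusted p under 0.05. The histone H2A variant tetur11g02430 had a log2 fold change of -0.75 ± 0.023 (SD, n = 4, adjusted p = 0.000391). The ubiquitin C-terminal hydrolase genes tetur05g03970 and tetur189g00020, which share all 6 probes, had a common value of -0.41 ± 0.058 (SD, n = 4, adjusted p = 0.00291). For the ribonucleoside diphosphate reductase genes the values were -0.42 ± 0.11 (SD, n = 4) for tetur12g00060 and -0.40 ± 0.10 (SD, n = 4) for tetur27g02500, which share 4 of 5 probes. The pyruvate carboxylase gene tetur05g04260 had 0.18 ± 0.089 (SD, n = 4, adjusted p = 0.0587), which does not pass the correction, and was positive on each of the 4 arrays. For the PCNA gene tetur20g01760 the value was 0.13 ± 0.24 (SD, n = 4, adjusted p = 0.334), negative on replicate 1 at -0.16 and between 0.03 and 0.39 on the other arrays, and it was -0.11 after normexp and loess. The ftz transcription factor 1 gene tetur08g06490 had 0.72 ± 0.21 (SD, n = 4, adjusted p = 0.00224), and 1.09 with the arrays scaled to the spike-in controls, past the threshold, and the juvenile hormone epoxide hydrolase gene tetur11g03700 had 0.33 ± 0.12 (SD, n = 4, adjusted p = 0.0119).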

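The phosphoenolpyruvate carboxykinase gene tetur12g00070 had a log2 fold change of -0.31 ± 0.040 (SD, n = 4, adjusted p = 0.00636), from 1 probe that also lists another gene, and tetur27g02510 of -0.30 ± 0.029 (SD, n = 4, adjusted p = 0.00657). With the arrays scaled to the spike-in controls the values were 0.05 and 0.06, both above 0, and without the detection filter tetur12g00070 was 0.30.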

The other irreversible gluconeogenesis enzyme phosphoenolpyruvate carboxykinase showed a slight downregulation where it displayed an upregulation in the dipterans and *C. elegans*. This variation in gene expression during dormancy i.e. dauer and diapause most likely reflects insects, nematodes and Acari having highly diverged life histories and acquired markedly different life styles during the course of their evolution. Furthermore, the life stage and profundity of diapause varies between these species and is likely reflected in diapause gene regulation.

**Table 2:** **Differentially expressed genes between diapausing and active forms of** ***D. melanogaster, S. crassipalpis,*** ***C. elegans*** **and** ***T. urticae*** ^1^

Gene	FlyBase CG number	***D. melanogaster***	***S. crassipalpis***	***C. elegans***	***T. urticae*** ^2^	***T. urticae***accession number^3^
ftz transcription factor 1	CG4059	down	up	down	up	tetur08g06490 (2e-88)
Histone H2A variant	CG5499	**down** ^4^	**down**	**down**	**down**	tetur11g02430 (2e-65)
phosphoenolpyruvate carboxykinase	CG17725	up	up	up	down	tetur12g00070 (0), tetur27g02510 (0)
mutagen-sensitive 209 PCNA	CG9193	**down**	**down**	**down**	**down**	tetur20g01760 (2e-94)
ubiquitin c-terminal hydrolase	CG3431	**down**	**down**	**down**	**down**	tetur05g03970 (1e-108), tetur189g00020 (9e-109)
ribonucleoside diphosphate reductase small subunit	CG8975	**down**	**down**	**down**	**down**	tetur12g00060 (6e-146), tetur27g02500 (6e-146)
smt3	CG4494	down	down	down	**-**	-
trehalose-6-phosphate synthase 1	CG4104	up	down	down	-	-
pyruvate carboxylase	CG1516	**up**	**up**	**up**	**up**	tetur05g04260 (0)
juvenile hormone epoxide hydrolase 2	CG15102	up	down	up	up	tetur11g03700 (2e-90)

^1^ expression data were derived from [32] and this study.

^2^ genes with a Benjamini-Hochberg false discovery rate (FDR) < 0.05 and with an absolute fold change (FC) > 1 were considered as differentially expressed.

^3^ *T. urticae* accession numbers can be accessed at the ORCAE-database (http://bioinformatics.psb.ugent.be/orcae/), values between brackets represent E-values of best BLASTp hits (E-value < e-60) of *T. urticae* proteins with protein sequences (Flybase CG numbers) of *D. melanogaster* genes.

^4^ bold data reflect gene expression changes in the same direction for all four species.

## Conclusions

In this study, a genome-wide microarray system was used to determine patterns of differential gene expression between diapausing and non-diapausing females of the two-spotted spider mite *T. urticae.* Spider mites are chelicerates, a lineage that diverged more than 450 Mya from other arthropod lineages. In these experiments, RNA was collected from a single population in which approximately 30% of the individuals had entered diapause under the applied inducing conditions. This allowed assessing gene expression differences between samples with a highly similar genetic background and which were reared under identical environmental conditions. GO analysis of differentially expressed genes revealed that many metabolic pathways are affected in diapausing females, especially those related to digestion and detoxification, cryoprotection, carotenoid synthesis and the organization of the cytoskeleton. Some of these transcriptional responses confirmed earlier metabolite studies in spider mites on the molecular level. However, we also discovered previously unknown adaptations, such as the proliferation in *T. urticae* of an unique class of putative antifreeze proteins. These proteins were among the genes most strongly upregulated in diapausing females. Although further validation of their activity is needed, these proteins might be suitable for biotechnological applications related to cryoprotection. Furthermore, we documented differential expression of genes involved in signaling and signal transduction such as G-coupled receptor genes, possibly being the starting point towards understanding the regulation of diapause in this species. Comparison with other genome-wide diapause expression studies suggests that some fundamental changes are conserved, but that overall specific strategies have evolved in different species.

## Electronic supplementary material

Additional file 1: **qPCR primers used in this study.**

Additional file 2: **Top 20 of up- and downregulated genes in diapausing** ***T. urticae*** **females.**

Additional file 3: **Microarray validation by qPCR.** qPCR validation was performed for 13 genes that were differentially expressed in our microarray experiment (*tetur23g00860* (C1A cysteine peptidase), *tetur03g09330* (glucose dehydrogenase), *tetur26g00570* (low-density lipoprotein receptor), *tetur17g03230* (lipase A), *tetur22g02640, tetur22g02670, tetur22g02690, tetur22g02730*, *tetur22g02790* (antifreeze proteins), *tetur01g11260*, *tetur11g04820* (carotenoid desaturases), *tetur01g11270* and *tetur11g04840* (carotenoid synthases). Error bars represent the standard error of the calculated mean based on three biological replicates. Asterisks indicate significantly differentially expressed genes (random reallocation test) compared to the reference condition (green, non-diapausing LS-VL strain at 17°C). Microarray expression data from this selection of genes are shown next to their qPCR expression data. qPCR primers can be found in Additional file 1.

Additional file 4: **Blast2GO data distribution of differentially expressed genes in diapausing** ***T. urticae*** **females and of all protein coding genes in the** ***T. urticae*** **genome.**

Additional file 5: **Differentially expressed cysteine peptidases in diapausing** ***T. urticae*** **females.**

Additional file 6: **Differentially expressed cytochrome P450 monooxygenases (CYPs) in diapausing** ***T. urticae*** **females.**

Additional file 7: **Differentially expressed carboxyl/cholinesterases (CCEs) in diapausing** ***T. urticae*** **females.**

Additional file 8: **Differentially expressed glutathione S-transferases (GSTs) in diapausing** ***T. urticae*** **females.**

Additional file 9: **Differentially expressed ABC-transporters (ABCs) in diapausing** ***T. urticae*** **females.**

Additional file 10: **Differentially expressed intradiol ring-cleavage dioxygenases (ID-RCDs) in diapausing** ***T. urticae*** **females.**

Additional file 11: ***T. urticae*** **homologs of** ***D. melanogaster*** **enzymes involved in inositol-metabolism.**

Additional file 12: **Differentially expressed antifreeze proteins (AFPs) in diapausing** ***T. urticae*** **females.**

Additional file 13: **Percentage identity/similarity between** ***T. urticae*** **AFP protein sequences.**

Additional file 14: **Alignment of** ***T. urticae*** **antifreeze proteins (AFPs) with those of** ***T. molitor*** **(pdb: 1L1I_A) and** ***D. canadiensis*** **(AFP1A and AFP7 (GenBank acc. numbers AAB94303.1** **and AAF86362.1, respectively).** AFP protein sequences, without their predicted signal peptides, were aligned using MUSCLE [47] and the resulting alignment was graphically edited using BioEdit version 7.2 [144].

Additional file 15: **Predicted 3D structure of a putative** ***T. urticae*** **AFP, tetur22g03033. (best viewed with Swiss-Pdb-Viewer** (http://spdbv.vital-it.ch). (PDB 38 KB)

Additional file 16: **Differentially expressed genes involved in carotenoid synthesis in diapausing** ***T. urticae*** **females.**

Additional file 17: **Differentially expressed genes involved in signal transduction in diapausing** ***T. urticae*** **females.**

## Abbreviations

ABC: ATP-binding cassette (transporter)
AFP: Antifreeze Protein
CCE: Carboxyl/Cholinesterase
CYP: Cytochrome P450 monooxygenase
FC: Fold Change
FDR: False Discovery Rate
GO: Gene Ontology
GSEA: Gene Set Enrichment Analysis
GSH: Glutathione
GST: Glutathione S-transferase
GPCR: G-protein coupled receptors
ID-RCD: intradiol ring-cleavage dioxygenases
INPP5: inositol-1,4,5-trisphosphate 5-phosphatase
L: D: light:dark
MHC: Myosin Heavy Chain
RH: Relative Humidity
ROS: Reactive Oxygen Species.

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 1 — Additional file 1: qPCR primers used in this study.

Additional File 1

| **Accession number*** | **Function** | **Primer sequence **** | **T_annealing_ (°C)** |
| --- | --- | --- | --- |
| tetur18g03590 | Ribosomal protein 49 | **F:** CTTCAAGCGGCATCAGAGC  **R:** CGCATCTGACCCTTGAACTTC | 62 |
| tetur09g05350 | Actin | **F:** AACCTTCAACACTCCAGCTAT  **R:** GATCTCTACCAGCCAAATCTA | 55.5 |
| tetur03g06910 | Ubiquitin C | **F:** GTCTCCGTGGTGGAATGC  **R:** TTGGATTTTGGCTTTCACG | 60 |
| tetur01g11260 | Carotenoid cyclase/synthase | **F:** TGGTGGATTTGTCCGGTAA  **R:** CCCAACAGAGGTAAATTGATGG | 60 |
| tetur11g04840 | Carotenoid cyclase/synthase | **F:** GCTACGCTCATTTCAAACGG  **R:** GATTAGCCACAAGACGTCCC | 60 |
| tetur01g11270 | Carotenoid desaturase | **F:** CATATGATAGTCCTGGCCCG  **R:** TTTATTTGAAGCAATTTCAATCAGC | 60 |
| Tetur11g04810 | Carotenoid desaturase | **F:** CGAGGATCTGGAAAAGCG  **R:** GTTCAATTTCTCGAGCTAAACATTCTA | 60 |
| tetur11g04820 | Carotenoid desaturase | **F:** TTGGTGAATCTATGGATGACCA  **R:** CAATTTCTTGAGCTAAACGTGTCC | 60.5 |
| tetur22g02640 | Antifreeze protein | **F:** ATTGTGCCAGTTCTAAAGGTTG  **R:** ATTTGCACGATTTGCACAG | 58 |
| tetur22g02790 | Antifreeze protein | **F:** CACACCTTCTACTGGCTCTGG  **R:** CAACCCACACAATTTACACAG | 57 |
| tetur22g02730 | Antifreeze protein | **F:** GATTGTACGAACTGTAAAGATTGTAGG  **R:** CTACTGTATCGTCACAGCCTTG | 57.5 |
| tetur22g02670 | Antifreeze protein | **F:** GATTCTACCGATGGTTCATATTTAC  **R:** TCAGACAGTTTGCACAATTGG | 58 |
| tetur22g02690 | Antifreeze protein | **F:** TGTACCCGATGTAACGATTGTG  **R:** TGCTCTTCTTGGACACTTCTTG | 60 |
| tetur23g00860 | C1A cysteine peptidase | **F:** TCTGATTACATATTCATTCGGAGGTA  **R:** TTATAAATTCCTCCTTTGTAAAACTTG | 58 |
| tetur03g09330 | Glucose dehydrogenase | **F:** TTTGTGTGCTTTTTCACTTTCC  **R:** TGCTAATCGACCTTTTCCATATTC | 60 |
| tetur26g00570 | Low-density lipoprotein receptor | **F:** TTTCAACGATGCTGTAATTTGG  **R:** CTCATCTAATCCTGGGCTAACG | 60 |
| tetur17g03230 | Lipase A | **F:** TTAGACGGACTCTCAGACGTCC  **R:** TCCATTGACAAAACGTCCAG | 60 |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

** F= forward primer, R= reverse primer

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 4 — Additional file 4: Blast2GO data distribution of differentially expressed genes in diapausing T. urticae females and of all protein coding genes in the T. urticae genome.

Additional File 4

|  | Microarray data | Genome |
| --- | --- | --- |
| Without blast result | 0 | 17 |
| Without blast hits | 976 | 8935 |
| Only blast results | 79 | 717 |
| Only mapping results | 93 | 2512 |
| Annotated sequences | 947 | 6105 |

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 5 — Additional file 5: Differentially expressed cysteine peptidases in diapausing T. urticae females.

Additional File 5

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 6 — Additional file 6: Differentially expressed cytochrome P450 monooxygenases (CYPs) in diapausing T. urticae females.

Additional File 6

| **CYP Clan** | **CYP family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| --- | --- | --- | --- | --- | --- | --- |
| Clan2 | CYP392 | tetur27g00350 | up | 4.15 | 0.0110 | CYP392E8:Cytochrome P450 - CYP392E8 (cytochrome P450, family 2, subfamily j, polypeptide 11) |
| Clan2 | CYP392 | tetur02g14020 | up | 3.24 | 0.0028 | CYP392A8:Cytochrome P450 - CYP392A8 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur02g14330 | up | 3.14 | 0.0028 | CYP392A9v2:Cytochrome P450 - CYP392A9v2 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur47g00090 | up | 3.13 | 0.0028 | CYP392A9:Cytochrome P450 - CYP392A9 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur02g14400 | up | 2.93 | 0.0040 | CYP392A10v2:Cytochrome P450 - CYP392A10v2 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur16g03500 | up | 2.81 | 0.0028 | CYP392A7:Cytochrome P450 - CYP392A7 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur11g00530 | up | 2.77 | 0.0042 | CYP392A6:Cytochrome P450 - CYP392A6 (cytochrome P450 1a) |
| Clan2 | CYP392 | tetur16g03790 | up | 2.77 | 0.0031 | CYP392A10:Cytochrome P450 - CYP392A10 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur06g02820 | up | 2.41 | 0.0067 | CYP392E3:Cytochrome P450 - CYP392E3 (PREDICTED: cytochrome P450 17alpha-hydroxylase/17, 20-lyase-like) |
| Clan2 | CYP392 | tetur27g00330 | up | 2.39 | 0.0082 | CYP392E6:Cytochrome P450 - CYP392E6 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur27g00340 | up | 2.20 | 0.0178 | CYP392E7:Cytochrome P450 - CYP392E7 (PREDICTED: steroid 17-alpha-hydroxylase/17,20 lyase-like) |
| Clan2 | CYP392 | tetur27g01030 | up | 2.18 | 0.0143 | CYP392E10:Cytochrome P450 - CYP392E10 (cytochrome P450 CYP379A1) |
| Clan2 | CYP392 | tetur03g04990 | up | 2.15 | 0.0058 | CYP392D2:Cytochrome P450 - CYP392D2 (PREDICTED: cytochrome P450 17alpha-hydroxylase/17, 20-lyase-like) |
| **Gene family** | **CYP family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| Clan2 | CYP392 | tetur20g00290 | down | 2.30 | 0.0043 | CYP392B3:Cytochrome P450 - CYP392B3 (cytochrome P450 1A1) |
| Clan2 | CYP307 | tetur10g03900 | down | 2.22 | 0.0051 | CYP307A1:Cytochrome P450 - CYP307A1 (cytochrome P450 1A) |
| Clan2 | CYP392 | tetur20g03200 | down | 2.04 | 0.0056 | CYP392B1:Cytochrome P450 - CYP392B1 (PREDICTED: cytochrome P450 17alpha-hydroxylase/17. 20-lyase-like) |
| Clan3 | CYP385 | tetur11g05000 | up | 3.01 | 0.0147 | CYP385C2:Cytochrome P450 - CYP385C2 (cytochrome P450) |
| Clan3 | CYP384 | tetur38g00650 | up | 2.88 | 0.0053 | CYP384A1:Cytochrome P450 - CYP384A1 (cytochrome P450. 3a18) |
| Clan3 | CYP385 | tetur05g04000 | down | 23.27 | 0.0041 | CYP385B1:Cytochrome P450 - CYP385B1 (cytochrome P450) |
| Clan4 | CYP386 | tetur11g06070 | up | 3.25 | 0.0200 | CYP386A1:Cytochrome P450 - CYP386A1 (CYtochrome P450 family member) |
| Clan4 | CYP389 | tetur34g00510 | up | 2.97 | 0.0113 | CYP389C1:Cytochrome P450 - CYP389C1 (GE11739) |
| Clan4 | CYP389 | tetur25g02060 | up | 2.15 | 0.0473 | CYP389B1:Cytochrome P450 - CYP389B1 (cytochrome P450) |
| Clan4 | CYP407 | tetur20g00830 | down | 4.78 | 0.0038 | CYP407A1:Cytochrome P450 - CYP407A1 (cytochrome P450) |
| Clan4 | CYP389 | tetur05g02970 | down | 4.74 | 0.0065 | CYP389C4:Cytochrome P450 - CYP389C4 (cytochrome P450) |
| Clan4 | CYP389 | tetur05g02960 | down | 3.91 | 0.0073 | CYP389C3:Cytochrome P450 - CYP389C3 (cytochrome P450) |
| Clan4 | CYP389 | tetur05g02950 | down | 3.80 | 0.0068 | CYP389C2:Cytochrome P450 - CYP389C2 (cytochrome P450) |
| **Gene family** | **CYP family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| Clan4 | CYP389 | tetur05g06580 | down | 3.41 | 0.0273 | CYP389C10:Cytochrome P450 - CYP389C10 (PREDICTED: cytochrome P450. family 4. subfamily V. polypeptide 2-like) |
| Clan4 | CYP389 | tetur05g06610 | down | 2.88 | 0.0219 | CYP389C8:Cytochrome P450 - CYP389C8 (cytochrome P450) |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 7 — Additional file 7: Differentially expressed carboxyl/cholinesterases (CCEs) in diapausing T. urticae females.

Additional File 7

| **Gene family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| --- | --- | --- | --- | --- | --- |
| CCE | tetur16g02390 | up | 12.02 | 0.004 | TuCCE41: Carboxyl/cholinesterase |
| CCE | tetur16g02420 | up | 11.88 | 0.004 | TuCCE43: Carboxyl/cholinesterase |
| CCE | tetur16g02380 | up | 11.04 | 0.004 | TuCCE40: Carboxyl/cholinesterase |
| CCE | tetur16g02410 | up | 9.08 | 0.004 | TuCCE42: Carboxyl/cholinesterase |
| CCE | tetur01g08680 | up | 6.27 | 0.007 | TuCCE01: Carboxyl/cholinesterase |
| CCE | tetur29g00930 | up | 3.33 | 0.003 | TuCCE58: Carboxyl/cholinesterase |
| CCE | tetur11g05770 | up | 3.27 | 0.033 | TuCCE34: Carboxyl/cholinesterase |
| CCE | tetur30g01290 | up | 2.76 | 0.009 | TuCCE61: Carboxyl/cholinesterase |
| CCE | tetur17g00300 | up | 2.47 | 0.008 | TuCCE45: Carboxyl/cholinesterase |
| CCE | tetur17g00080 | up | 2.46 | 0.008 | TuCCE44: Carboxyl/cholinesterase |
| CCE | tetur17g00750 | up | 2.40 | 0.009 | TuCCE48: Carboxyl/cholinesterase |
| CCE | tetur17g00350 | up | 2.32 | 0.009 | TuCCE46: Carboxyl/cholinesterase |
| CCE | tetur19g00850 | up | 2.29 | 0.006 | TuCCE49: Acetyl-cholinesterase |
| CCE | tetur11g05760 | up | 2.13 | 0.025 | TuCCE33: Carboxyl/cholinesterase |
| CCE | tetur11g01570 | up | 2.12 | 0.013 | TuCCE31: Carboxyl/cholinesterase |
| CCE | tetur04g06770 | up | 2.11 | 0.009 | TuCCE25: Carboxyl/cholinesterase |
| CCE | tetur207g00010 | up | 2.08 | 0.010 | TuCCE70: Carboxyl/cholinesterase |
| CCE | tetur29g00970 | up | 2.08 | 0.004 | TuCCE60: Carboxyl/cholinesterase |
| **Gene family** | ***T. urticae***  **accession number** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| CCE | tetur01g14180 | down | 30.50 | 0.008 | TuCCE12: Carboxyl/cholinesterase |
| CCE | tetur13g03700 | down | 22.65 | 0.003 | TuCCE39: Carboxyl/cholinesterase |
| CCE | tetur03g00310 | down | 15.69 | 0.003 | TuCCE20: Carboxyl/cholinesterase |
| CCE | tetur11g01500 | down | 13.55 | 0.004 | TuCCE29: Carboxyl/cholinesterase |
| CCE | tetur02g10640 | down | 6.37 | 0.004 | TuCCE18: Carboxyl/cholinesterase |
| CCE | tetur12g03000 | down | 4.38 | 0.003 | TuCCE36: Carboxyl/cholinesterase |
| CCE | tetur35g00210 | down | 4.15 | 0.006 | TuCCE66: Carboxyl/cholinesterase |
| CCE | tetur12g04610 | down | 3.88 | 0.006 | TuCCE38: Carboxyl/cholinesterase |
| CCE | tetur35g00200 | down | 3.84 | 0.006 | TuCCE65: Carboxyl/cholinesterase |
| CCE | tetur12g04600 | down | 3.39 | 0.003 | TuCCE37: Carboxyl/cholinesterase |
| CCE | tetur26g01130 | down | 2.86 | 0.005 | TuCCE55: Carboxyl/cholinesterase |
| CCE | tetur02g14551 | down | 2.20 | 0.005 | TuCCE19: Carboxyl/cholinesterase |
| CCE | tetur03g02700 | down | 2.03 | 0.008 | TuCCE21: Carboxyl/cholinesterase |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 8 — Additional file 8: Differentially expressed glutathione S-transferases (GSTs) in diapausing T. urticae females.

Additional Table 8

| **Gene family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| --- | --- | --- | --- | --- | --- |
| GST | tetur26g01490 | up | 2.24 | 0.017 | TuGSTd11:Glutathione S-transferase, class delta (glutathione S-transferase D1) |
| GST | tetur05g05190 | down | 5.20 | 0.006 | TuGSTm03:Glutathione S-transferase, class mu (glutathione S-transferase) |
| GST | tetur05g05220 | down | 2.90 | 0.010 | TuGSTm06:Glutathione S-transferase, class mu (glutathione S-transferase) |
| GST | tetur05g05180 | down | 2.88 | 0.006 | TuGSTm02:Glutathione S-transferase, class mu (glutathione S-transferase) |
| GST | tetur01g02480 | down | 2.40 | 0.005 | TuGSTd03:Glutathione S-transferase, class delta (glutathione S-transferase) |
| GST | tetur05g05260 | down | 2.18 | 0.023 | TuGSTm09:Glutathione S-transferase, class mu (glutathione S-transferase) |
| GST | tetur01g02320 | down | 2.16 | 0.004 | TuGSTo01:Glutathione S-transferase, class omega (glutathione-S-transferase) |
| GST | tetur01g02500 | down | 2.09 | 0.004 | TuGSTd04:Glutathione S-transferase, class delta (glutathione S-transferase) |
| GST | tetur05g05240 | down | 2.05 | 0.022 | TuGSTm07:Glutathione S-transferase, class mu (glutathione S-transferase) |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 9 — Additional file 9: Differentially expressed ABC-transporters (ABCs) in diapausing T. urticae females.

Additional File 9

| ***T. urticae* accession number*** | **regulation** | **Fold Change Absolute** | **Corrected**  **p-value** | **Gene name** | **Gene family** |
| --- | --- | --- | --- | --- | --- |
| tetur11g05990 | up | 2.09 | 0.007 | TuABCC-29:ABC-transporter, class C | ABCC |
| tetur23g02452 | down | 7.36 | 0.005 | TuABCC-38:ABC-transporter, class C | ABCC |
| tetur25g01780 | down | 6.87 | 0.011 | TuABCC-35:ABC-transporter, class C | ABCC |
| tetur14g02290 | down | 2.74 | 0.004 | TuABCC-30:ABC-transporter, class C | ABCC |
| tetur14g02320 | down | 2.72 | 0.004 | TuABCC-32:ABC-transporter, class C | ABCC |
| tetur14g02310 | down | 2.65 | 0.004 | TuABCC-31:ABC-transporter, class C | ABCC |
| tetur14g02330 | down | 2.57 | 0.004 | TuABCC-33:ABC-transporter, class C | ABCC |
| tetur03g09880 | down | 2.38 | 0.011 | TuABCC-11:ABC-transporter, class C | ABCC |
| tetur03g09800 | down | 2.32 | 0.012 | TuABCC-10:ABC-transporter, class C | ABCC |
| tetur40g00010 | down | 2.17 | 0.012 | TuABCC-36:ABC-transporter, class C | ABCC |
| tetur17g02510 | up | 3.50 | 0.005 | TuABCG-16:ABC-transporter, class G | ABCG |
| tetur13g02010 | up | 3.36 | 0.015 | TuABCG-11: ABC-transporter, class G | ABCG |
| tetur03g04350 | up | 2.85 | 0.008 | TuABCG-04:ABC-transporter, class G | ABCG |
| tetur02g11270 | down | 2.32 | 0.007 | TuABCG-01:ABC-transporter, class G | ABCG |
| tetur18g00230 | up | 4.52 | 0.033 | TuABCH-13:ABC-transporter, class H | ABCH |
| tetur21g00940 | up | 4.13 | 0.009 | TuABCH-15:ABC-transporter, class H | ABCH |
| tetur01g03530 | up | 2.23 | 0.004 | TuABCH-01:ABC-transporter, class H | ABCH |
| tetur26g02620 | down | 5.60 | 0.003 | TuABCH-16:ABC-transporter, class H | ABCH |
| tetur05g05000 | down | 4.27 | 0.005 | TuABCH-07:ABC-transporter, class H | ABCH |
| tetur36g00240 | down | 2.29 | 0.031 | TuABCH-21:ABC-transporter, class H | ABCH |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 10 — Additional file 10: Differentially expressed intradiol ring-cleavage dioxygenases (ID-RCDs) in diapausing T. urticae females.

Additional File 10

| **Gene family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| --- | --- | --- | --- | --- | --- |
| ID-RCD | tetur13g04550 | up | 4.15 | 0.0110 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur01g00490 | up | 3.24 | 0.0028 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur07g05940 | up | 3.14 | 0.0028 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur07g05930 | up | 3.13 | 0.0028 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur04g08620 | up | 2.93 | 0.0040 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur12g04671 | up | 2.81 | 0.0028 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur28g01250 | up | 2.77 | 0.0042 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur19g03360 | up | 2.77 | 0.0031 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur19g02300 | up | 2.41 | 0.0067 | n/a:intradiol ring-cleavage dioxygenase |
| ID-RCD | tetur44g00140 | up | 2.39 | 0.0082 | n/a:intradiol ring-cleavage dioxygenase |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 12 — Additional file 12: Differentially expressed antifreeze proteins (AFPs) in diapausing T. urticae females.

Additional File 12

| **Gene family** | ***T. urticae***  **accession number*** | **Regulation** | **Absolute**  **Fold change** | **Corrected**  **p-value** | **Gene name** |
| --- | --- | --- | --- | --- | --- |
| AFP | tetur22g02690 | up | 164.9 | 0.003 | n/a:Hypothetical protein (hypothetical phage protein) |
| AFP | tetur22g02640 | up | 45.67 | 0.003 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur63g00030 | up | 42.89 | 0.003 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur22g02700 | up | 35.39 | 0.003 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur22g02780 | up | 35.39 | 0.003 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur22g02670 | up | 19.44 | 0.004 | n/a:hypothetical phage protein (hypothetical protein) |
| AFP | tetur63g00050 | up | 14.39 | 0.004 | n/a:hypothetical phage protein (hypothetical protein) |
| AFP | tetur22g02810 | up | 9.8 | 0.004 | n/a: Hypothetical protein (No hits found) |
| AFP | tetur283g00030 | up | 9.57 | 0.003 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur22g02790 | up | 8.17 | 0.003 | n/a:phage protein (hypothetical protein) |
| AFP | tetur22g02550 | up | 7.65 | 0.005 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur22g02730 | up | 5.29 | 0.003 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur22g02800 | up | 5.14 | 0.008 | n/a:Hypothetical protein (No hits found) |
| AFP | tetur63g00070 | up | 4.94 | 0.004 | n/a:Hypothetical protein (No hits found) |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 13 — Additional file 13: Percentage identity/similarity between T. urticae AFP protein sequences.

Additional File 13*

|  | 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 | 9 | 10 | 11 | 12 | 13 | 14 | 15 | 16 | 17 | 18 | 19 | 20 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1. tetur22g02550** |  | 48.2 | 43.3 | 35.5 | 77.1 | 54.9 | 43.8 | 62.4 | 66 | 55.4 | 90.8 | 77.8 | 56.7 | 38.3 | 62.5 | 97.9 | 48.2 | 42.4 | 54.9 | 35.5 |
| 2. tetur22g02640 | 63.8 |  | 36.7 | 40.3 | 50.3 | 46.5 | 35.4 | 66.7 | 51 | 45.2 | 49.6 | 45.1 | 47.3 | 41.5 | 44.4 | 49.3 | 99.2 | 36.2 | 45.3 | 40.3 |
| 3. tetur22g02670 | 55.2 | 44.8 |  | 23.8 | 49.5 | 53.3 | 79 | 43.8 | 45.7 | 54.6 | 44.8 | 49 | 41.4 | 25.2 | 44 | 44.1 | 36.7 | 96.7 | 52.4 | 23.8 |
| 4. tetur22g02690 | 50.4 | 56.9 | 29.5 |  | 37.3 | 33.3 | 26.8 | 43 | 32.7 | 32.7 | 34.8 | 35.9 | 38.3 | 73.7 | 33.8 | 34.5 | 41.1 | 25.2 | 34.6 | 100 |
| 5. tetur22g02700 | 85.6 | 63.4 | 59 | 48.4 |  | 55.6 | 49 | 61.4 | 78.4 | 59.5 | 77.8 | 88.9 | 55.6 | 39.2 | 65 | 76.6 | 49.7 | 48.1 | 56.2 | 37.3 |
| 6. tetur22g02730 | 67.9 | 58.5 | 60 | 40.9 | 69.2 |  | 49.3 | 61 | 54.5 | 69 | 54.9 | 53.1 | 58 | 35.8 | 47.7 | 55.2 | 46.5 | 54.3 | 96.9 | 33.3 |
| 7. tetur22g02740 | 55 | 41.1 | 85.2 | 32.5 | 56.9 | 57.9 |  | 42.6 | 46.2 | 53.2 | 43.8 | 47.1 | 41.4 | 27.8 | 41.7 | 44.1 | 35.9 | 77.6 | 50.7 | 26.8 |
| 8. tetur22g02760 | 73 | 74.8 | 51.4 | 52.6 | 70.6 | 68.6 | 49.8 |  | 62.7 | 57.1 | 63.8 | 57.5 | 59.4 | 46.7 | 51.3 | 62.7 | 65.9 | 43.3 | 59.1 | 43 |
| 9. tetur22g02780 | 75.8 | 61.4 | 56.7 | 42.5 | 85 | 66.7 | 54.1 | 70.6 |  | 54.2 | 66.7 | 73.2 | 51.6 | 39.2 | 55.4 | 65.6 | 51 | 45.7 | 54.8 | 32.7 |
| 10. tetur22g02790 | 69 | 54.8 | 66.7 | 40.5 | 73.8 | 82.1 | 63.2 | 66.7 | 67.3 |  | 55.4 | 56.5 | 57.1 | 33.9 | 57.7 | 55.6 | 45.2 | 53.7 | 67.9 | 32.7 |
| 11. tetur22g02800 | 96.5 | 63.1 | 53.8 | 48.9 | 84.3 | 66 | 54.1 | 73 | 75.2 | 69.6 |  | 82.4 | 56.7 | 37.6 | 65 | 90.1 | 48.9 | 42.9 | 55.6 | 34.8 |
| 12. tetur22g02810 | 84.3 | 58.8 | 58.1 | 46.4 | 91.5 | 66.7 | 57.9 | 68.6 | 80.4 | 72 | 86.3 |  | 51 | 39.2 | 63.1 | 77.3 | 44.4 | 48.1 | 53.1 | 35.9 |
| 13. tetur22g03033 | 70.9 | 64.8 | 49.5 | 46.9 | 62.7 | 66 | 49.3 | 69.6 | 62.1 | 64.3 | 68.1 | 63.4 |  | 39.5 | 48.8 | 57 | 46.5 | 40.5 | 57.4 | 38.3 |
| 14. tetur22g03063 | 48.2 | 54.5 | 31.9 | 85.3 | 48.4 | 42.1 | 34.4 | 54.8 | 45.1 | 41.7 | 48.9 | 48.4 | 50 |  | 36.9 | 38 | 41.5 | 26.2 | 32.1 | 73.7 |
| 15. tetur22g03073 | 73.8 | 54.4 | 53.3 | 42.5 | 80 | 63.8 | 52.6 | 61.9 | 70 | 72 | 74.4 | 76.3 | 58.8 | 44.4 |  | 62.1 | 43.8 | 44.7 | 47.1 | 33.8 |
| 16. tetur283g00030 | 98.6 | 62.7 | 55.2 | 47.9 | 85 | 67.3 | 54.5 | 71.8 | 75.2 | 68.5 | 95.1 | 83.7 | 69.7 | 47.9 | 74.4 |  | 47.9 | 42.2 | 54 | 34.5 |
| 17. tetur63g00030 | 63.8 | 99.2 | 44.3 | 56.9 | 62.7 | 57.9 | 42.1 | 74.1 | 61.4 | 53.6 | 62.4 | 58.2 | 64.1 | 54.5 | 53.8 | 62.7 |  | 36.2 | 45.3 | 40.3 |
| 18. tetur63g00050 | 54.8 | 44.3 | 98.1 | 31.4 | 57.6 | 61.4 | 84.3 | 51 | 56.2 | 65.7 | 52.4 | 56.7 | 50.5 | 32.4 | 54.8 | 54.3 | 43.8 |  | 52.9 | 25.2 |
| 19. tetur63g00070 | 67.3 | 57.9 | 59.5 | 40.9 | 69.2 | 98.7 | 57.9 | 66.7 | 67.9 | 81 | 66 | 66.7 | 65.4 | 44.7 | 66.3 | 65.4 | 57.2 | 61.4 |  | 34 |
| 20. tetur63g00090 | 50.4 | 56.9 | 29.5 | 100 | 48.4 | 40.9 | 32.5 | 52.6 | 42.5 | 40.5 | 48.9 | 46.4 | 46.9 | 85.3 | 42.5 | 47.9 | 56.9 | 31.4 | 42.1 |  |

*amino acid sequence identity (green) and similarity (red) between *T. urticae* AFPs were calculated using MatGat

* **T. urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 16 — Additional file 16: Differentially expressed genes involved in carotenoid synthesis in diapausing T. urticae females.

Additional File 16

| **Gene name** | ***T. urticae***  **accession number *** | **Regulation** | **Absolute**  **fold change** | **Corrected**  **p-value** |
| --- | --- | --- | --- | --- |
| phytoene dehydrogenase/  phytoene desaturase | tetur01g11270 | up | 5.8 | 0.003 |
| phytoene dehydrogenase/  phytoene desaturase | tetur11g04810 | - | - | - |
| phytoene dehydrogenase/  phytoene desaturase | tetur11g04820 | down | 24.45 | 0.005 |
| lycopene cyclase / phytoene synthase | tetur01g11260 | up | 6.21 | 0.004 |
| lycopene cyclase / phytoene synthase | tetur11g04840 | down | 1.83 | 0.001 |

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

# Supplementary material for: Genome wide gene-expression analysis of facultative reproductive diapause in the two-spotted spider mite Tetranychus urticae
**Source:** BMC Genomics. 2013 Nov 21;14(1):815. doi: 10.1186/1471-2164-14-815
**Supplement:** Supplementary file 17 — Additional file 17: Differentially expressed genes involved in signal transduction in diapausing T. urticae females.

* *T . urticae* accession numbers and their corresponding gene sequences can be found at the ORCAE database (<http://bioinformatics.psb.ugent.be/orcae/overview/Tetur>)

** Topblast is the blast result generated by Blast2go with cutoff E-value=1e^-15^

How the deposited data were processed for this re-analysis (not part of the article)

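The arrays compared diapausing with non-diapausing adult females of the LS-VL population in 4 biological replicates, with 250 diapausing and 100 non-diapausing females per sample. Both RNA samples of a replicate were hybridized on 1 array, diapausing in Cy5 and non-diapausing in Cy3, and the 4 arrays lie on 1 slide. The conditions of both channels were taken from the sample labels.
The authors hybridized and scanned the arrays and processed the images with Agilent Feature Extraction (protocol GE2_107_Sep09). As deposited, the intensity values are, per spot and channel, the median signal and median local background without normalization, and the processed signal after background subtraction, spatial detrending and linear and lowess dye normalization within the array. The log10 values as deposited are the ratios of the processed Cy5 over the processed Cy3 signal that the authors' software wrote for each spot, and they were converted to log2 for the results given here. A second deposited table holds log2 values, which by comparison with the array files are log2 ratios of the same processed signals made by the authors, differing from the software's ratio only where that ratio is exactly 0. The array files have no column of mean signals, so the alternatives with normexp used median signals, and they have no column of gene descriptions, so gene sets by annotation keyword were not run.
Each array has 62976 spots, of which 1319 are controls. Control spots and spots marked by the software as non-uniform or as population outliers in either channel were left out of the gene values. Probes that list several genes counted for each of them, which concerns 3098 genes, 420 of which have no other probe. Genes on the array have a median of 3 probes. A probe entered when it was well above background in at least 1 channel on at least 2 arrays. For 620 genes 1 group was not well above background, and where such a gene is named its fold change is given as a lower bound against the background. The bounds were computed from the separate channels after normexp with the offset of 50, loess and quantile normalization. A dim signal was raised to at least the lowest one well above background on its array. As the offset shrinks the ratios of dim spots, these bounds can lie far below the software's ratios. Signal over background limits what can be measured for dim genes, and the number of arrays limits the precision of each fold change.
Gene values (mean log2 ratio over the probes of a gene) were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 with data.table 1.17.8, with each array as 1 observation and the mean ratio tested against 0. Adjusted p values are Benjamini-Hochberg values over all 14986 genes tested. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The fit was tested on simulated data of the same size with 200 changed genes, of which 188 were recovered, with 1 false call. In it all changes were well beyond 2-fold, all other genes had no change, and the noise was normal and independent. It therefore does not give the share of false calls near the 2-fold threshold or from an effect of the dye. Whether the channels of an array share deviations was checked, and the correlation (Pearson's r, across genes) of their deviations from the group means was -0.0478 to 0.260 per array.
The tests, the rule for naming genes and 18 of the 21 alternatives were set before the data were examined. The rule names every gene that the paper names, the extremes of the families listed in the additional files, and the 10 largest rises and 10 largest falls among genes past the threshold that changed in the same direction on all 4 arrays and were well above background in at least 1 channel on all 4. The alternatives were normexp background correction (offset 50) with loess or with median centring, separate channels after quantile normalization of the average intensities and without the array pairing, the deposited table of log2 values, no detection filter, detection on all 4 arrays, detection in both channels, the median over probes or the brightest probe of each gene, a test without moderation of the variance, moderation with an intensity trend and robust estimates, a false discovery rate of 0.01, a test for a change beyond 2-fold (treat), the array row on the slide as a covariate, and leaving out each replicate. Added after the data were seen were probes of 1 gene only, the array column as a covariate, and scaling to the spike-in controls. Gene lists were taken from the additional files, and counts on them were also adjusted over the list alone. Neighbouring genes were compared with 10000 permutations of the calls. The qPCR experiments and the functional annotation terms of the paper were not analysed here.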

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

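The tests on the deep falls of replicate 4 and on probes without a gene ID were chosen only after the result was seen.
For 140 named genes the array furthest from the others was compared with them, taking its gap to the nearest other array over the range of all 4 arrays. This share was above the critical value at 95% (Dixon's Q) for 6 genes, and chance alone gives about 1 in 20, or 7 genes. The log2 ratios in question are those of tetur07g05930 on replicate 3 (-4.36, the others -3.47 to -3.40), tetur09g06670 on replicate 4 (-5.47, the others -8.75 to -8.49), tetur12g00060 on replicate 1 (-0.26, the others -0.48 to -0.45), tetur22g02760 on replicate 4 (3.19, the others 3.97 to 4.03), tetur22g02800 on replicate 1 (1.88, the others 2.70 to 2.75) and tetur46g00020 on replicate 1 (2.19, the others 2.83 to 2.95). As a number, they are no more than chance gives. Non-diapausing mites were not well above background for tetur22g02760. For the genes other than tetur09g06670, neither a technical nor a biological explanation was tested, as the replicates differ in nothing that the description of the samples gives other than the place of the array on the slide.
The gene tetur09g06670 goes with a wider pattern on replicate 4. The median log2 ratio of the 6 vitellogenin genes was -5.44 there and -9.91, -8.04 and -9.22 on replicates 1 to 3, so that their signal in diapausing mites was 2.31% of that in non-diapausing mites, against 0.104%, 0.380% and 0.168%. Saturation is excluded as a reason, with 0 saturated gene spots. The values argue against a change of the vitellogenin genes alone. Of 32 other genes with a mean log2 ratio of -6 or lower on the other arrays, 27 fell least on replicate 4, with a median difference of 1.31 on the log2 scale, while the same comparison for replicates 1, 2 and 3 gave 1 of 26, 5 of 29 and 0 of 27. Genes with moderate falls differed by 0.21 on replicate 4. A small share of RNA of reproducing mites in the diapausing sample of replicate 4 would make the deepest falls smaller in this way, and this may be a reason, as a hypothesis found and tested on the same data. It stays open, because a share that accounts for the vitellogenin genes would hold every deep fall at about their ratio, while 8 of the 32 genes had a lower ratio than every vitellogenin gene on replicate 4, down to -7.01. Of these, 2 genes were well above background in diapausing mites on all 4 arrays and 6 were not, so that their ratios do not decide it. Such a share and an incomplete arrest of reproduction in some of the mites of that sample, the biological alternative, were not tested against each other. Light of the Cy3 channel read in the Cy5 channel cannot be told apart from it either, since these 8 genes count against both and the size of such an effect at the brightness of each spot is not known. Without replicate 4 the median over the 6 vitellogenin genes was -9.20 in place of -8.36, and the fold change of tetur09g06670 was 390.2 in place of 226.
Of 14 measures per array, 2 had 1 array far from the others by the same comparison. The software marked 114 gene spots as outliers on replicate 1, against 49 to 60 on the other arrays, and wrote a log ratio of exactly 0 for 9805 gene spots on replicate 4, against 9197 to 9253. Each array has 61657 gene spots. No reason for them was tested, technical or biological.
Probes that list no gene, which the paper does not report on, rose more often than others. Of 715 such probes, 149 were detected, and 67 of these were upregulated and 8 downregulated at the thresholds used for genes, with a median log2 ratio of 0.85. The largest mean log2 ratio of a negative control was 0.02. Low intensity of their spots is excluded as the reason, since 0 of 10000 random lists of gene probes of the same intensity had as high a median, and such lists had 15.4% upregulated on average. Detection in diapausing mites alone, which holds for 39 of the probes, is excluded as the whole reason too, as 32.9% of the 85 probes above background in both channels on all 4 arrays were upregulated, against 7.06% in lists of the same intensity. Which transcripts these probes detect was not tested. As the dyes were not swapped, an effect of the dye on these probes stays open, and so does a rise of transcripts that the gene list of the array does not hold.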

How the results depend on the processing

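Scaling to the spike-in controls, probes of 1 gene only, the array column as a covariate, leaving out genes with shared probes, and the comparison by intensity were tests chosen only after the result was seen. Leaving out saturated spots moved no value, as there were 0 saturated gene spots, and the tests of gene sets by annotation keyword were not run.
Normexp background correction with loess gave 1141 differentially expressed genes in place of 2719 (337 up and 804 down), 8 upregulated CCE genes in place of 13, 4 upregulated ABC genes in place of 7, 1 inositol gene in place of 5, which fell, while limma called 0 of the 7 rising ones with an unadjusted p under 0.05, and 20 signal transduction genes in place of 65 (11 up). Separate channels without the array pairing, which use the same normexp and loess values, gave 1141 genes (337 up and 804 down), 8 upregulated CCE genes, 4 upregulated ABC genes, 1 inositol gene (0 up, of 7 with an unadjusted p under 0.05 in limma) and 20 signal transduction genes (11 up). Part of this may come from the offset of 50, which shrinks the ratios of dim spots. With the genes tested split by intensity into 4 groups of equal size, 87.7% of the upregulated genes of the brightest group were called again after normexp and loess and 2.12% of the 708 of the dimmest group, where all still rose.
Normexp with median centring gave 1248 genes (644 up and 604 down), 5 downregulated CYP genes in place of 10, 5 GST genes in place of 8 (4 down in place of 8), 12 ABC genes in place of 19 (5 down in place of 12), and 35 signal transduction genes (29 up and 6 down in place of 53 and 12). The cause was not tested beyond the comparison by intensity.
The test for a change beyond 2-fold is stricter by construction. It gave 1168 genes (458 up and 710 down), 17 CYP genes in place of 26 (6 down), 16 CCE genes in place of 27 (5 up), 3 GST genes (3 down), 11 ABC genes (3 up), 1 upregulated cysteine peptidase gene in place of 3 and 22 signal transduction genes (15 up and 7 down). Of the inositol genes this test of limma called 0 (0 up and 0 down), with 3 at an unadjusted p under 0.05. The median over probes gave 2 downregulated inositol genes in place of 1, and the brightest probe 5 downregulated GST genes. Requiring signal above background in both channels left 903 upregulated genes, as fewer genes were tested. With the arrays scaled to the spike-in controls there were 2787 upregulated genes, 5 GST genes (4 down) and 7 downregulated signal transduction genes, since this raises the mean ratio over the arrays of every gene, although it lowers the ratios on replicate 3.
Leaving out 1 replicate at a time gave 2621 to 2735 differentially expressed genes (1273 to 1381 up and 1330 to 1391 down), 23 to 27 CYP genes (14 to 17 up and 9 to 10 down), 26 to 27 CCE genes (13 to 14 up and 13 to 14 down), 7 to 9 GST genes (7 to 8 down), 18 to 19 ABC genes (6 to 7 up), 4 to 8 inositol genes (3 to 5 up and 1 to 3 down, with the highest counts without replicate 1), 62 to 66 signal transduction genes (51 to 54 up and 11 to 12 down) and 41 to 42 downregulated cysteine peptidase genes. In each case 16 AFP and 3 cysteine peptidase genes were upregulated and 9 ID-RCD and 12 ABC genes downregulated. Under the alternatives not named for them, the counts in this part were within 1.5 times those reported at the claims. Of the 140 named genes compared across the alternatives, none past the threshold reversed its direction under any. Among all genes, 2 differentially expressed ones had the opposite call with probes of 1 gene only. With these probes, 13 of the 30 CCE genes with a value rose and 17 fell, in place of 16 and 15. The balance of upregulated and downregulated genes, 1355 to 1364, did reverse, to 644 and 604 with normexp and median centring, 1437 and 1266 with the brightest probe, and 2787 and 913 with the spike-in scaling, and by smaller margins with the median over probes (1364 and 1363), the array row as a covariate (1380 and 1360) and without replicate 1 (1381 and 1330). It also reversed for the CCE genes, 13 to 14, with the brightest probe (15 and 13), the spike-in scaling (15 and 11) and without replicate 2 (14 and 13), and for the ABC genes, 7 to 12, with normexp and median centring (7 and 5). The excess of neighbouring genes that change together was present under each of its alternatives.
Of 140 named genes, 130 had a value under all 21 alternatives, and 97 of these had the same call under all. Of the 140, 35 had another call under at least 1. The number that lost the call was 21 in the test beyond 2-fold, 16 with normexp and loess, 14 with normexp and median centring, 6 with the spike-in scaling and 5 with the brightest probe, and 6, 2 and 4 gained it with the spike-in scaling, normexp and median centring and the brightest probe. For 12 named genes the fold change moved by more than 1.5 times without replicate 4, among them the 6 vitellogenin genes. The others are tetur09g06670 (226 to 390.2), tetur09g06700 (686 to 1229), tetur18g03020 (269 to 545), tetur18g03030 (171 to 326), tetur18g03050 (154 to 256) and tetur20g00060 (384 to 252).
Signal over background limits the fold changes of 620 genes for which 1 group was not well above background, and in the dimmest of 4 groups of equal size 708 genes were upregulated and 434 downregulated, against 154 and 294 in the brightest.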

Differences from the paper's values

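Scaling to the spike-in controls and probes of 1 gene only were tests chosen only after the result was seen. Of 264 fold changes that the paper's Additional files give for genes with a value here, 185 were within 1.1 times the value here and 18 differed by more than 1.5 times and by more than the SD of the replicates, or in direction. Of these 18 genes, 12 have probes that list several genes, against 91 of all 264. In what follows, a gap is called closed by an alternative when the value under it no longer differs in this sense, and the alternatives set before the data were examined that are not named for a gene left its gap open.
The paper's text gives tetur46g00020 a rise of 46-fold (46.3 in its Additional file 2), and here it rose 6.59-fold, a gap that none of the alternatives set before the data were examined closes. With the brightest probe alone its rise was 129-fold and with the median over probes 3.34-fold. The text gives tetur32g00440 a rise of 2.0-fold, and here it fell 1.18-fold, which no alternative set before the data were examined brings to the paper's value. The paper's Additional files 11 and 17 list tetur32g00400 and not tetur32g00440, and tetur32g00400 rose 1.96-fold here.
The paper gives tetur30g01860 a rise of 315-fold, and here it rose 185-fold, a gap closed by detection in both channels and the brightest probe, and by scaling to the spike-in controls, chosen after seeing the values. For tetur20g00070 the paper's Additional files have a rise of 151-fold, and the value here was a rise of 26.1-fold, a gap closed by detection in both channels and the brightest probe. The paper gives tetur12g02160 a rise of 51.5-fold, and here it rose 32.1-fold, a gap closed by detection in both channels, the median over probes and the brightest probe, and by scaling to the spike-in controls, chosen after seeing the values. The paper gives tetur06g02930 a fall of 2.34-fold, and here it fell 4.25-fold, a gap closed by normexp and loess, normexp and median centring, separate channels and the brightest probe, and by scaling to the spike-in controls, chosen after seeing the values. For tetur452g00010 the paper's Additional files have a fall of 3.65-fold, and the value here was a fall of 1.15-fold on average (adjusted p = 0.552), a gap closed by detection on all 4 arrays, detection in both channels and the brightest probe. The paper gives tetur16g03670 a fall of 2.54-fold, and here it fell 1.11-fold on average (adjusted p = 0.458), a gap closed by the brightest probe, and by probes of 1 gene only, chosen after seeing the values. For tetur16g03500 the paper's Additional files have a rise of 2.81-fold, and the value here was a rise of 1.56-fold, a gap closed by the brightest probe, and by scaling to the spike-in controls, chosen after seeing the values. The paper gives tetur16g02390 a rise of 12.02-fold, and here it rose 3.22-fold, a gap closed by the brightest probe. For tetur16g02420 the paper's Additional files have a rise of 11.88-fold, and the value here was a rise of 2.14-fold, a gap closed by the brightest probe.
The paper gives tetur17g00750 a rise of 2.4-fold, and here it fell 1.37-fold, a gap closed by detection on all 4 arrays, detection in both channels and the brightest probe. For tetur11g01570 the paper's Additional files have a rise of 2.12-fold, and the value here was a fall of 2.20-fold, a gap that none of the alternatives set before the data were examined closes. The paper gives tetur04g06770 a rise of 2.11-fold, and here it rose 1.29-fold, a gap closed by normexp and median centring, the median over probes and the brightest probe, and by scaling to the spike-in controls, chosen after seeing the values. For tetur13g03700 the paper's Additional files have a fall of 22.65-fold, and the value here was a fall of 14.8-fold, a gap closed by detection on all 4 arrays, the median over probes, the brightest probe and leaving out replicate 3. The paper gives tetur11g01500 a fall of 13.55-fold, and here it fell 6.36-fold, a gap closed by the median over probes and the brightest probe. For tetur22g02700 the paper's Additional files have a rise of 35.39-fold, and the value here was a rise of 14.2-fold, a gap closed by detection in both channels and the brightest probe. The paper gives tetur22g02550 a rise of 7.65-fold, and here it rose 3.76-fold, a gap closed by detection on all 4 arrays, detection in both channels and the brightest probe. For tetur03g05860 the paper's Additional files have a rise of 7.64-fold, and the value here was a rise of 5.08-fold, a gap closed by the median over probes, the brightest probe, leaving out replicate 3 and leaving out replicate 4, and by probes of 1 gene only and scaling to the spike-in controls, chosen after seeing the values.
The fold changes of ID-RCD genes in the paper's Additional file 10 were not compared. For all 10 genes of that file, the fold change and p value printed are those of the CYP gene at the same place of Additional file 6, and all are marked as upregulated, while the paper's text calls all but 1 downregulated. Here 9 fell and 1 rose. The paper's text gives falls of 2 to 37 times, and here they were 2.09-fold to 38.8-fold.
In some cases the paper calls a gene differentially expressed that was not called here. For cysteine peptidases these are tetur452g00010 (-0.20 on the log2 scale here), called with detection on all 4 arrays, with detection in both channels and with the brightest probe, and tetur16g03670 (-0.15), called with the brightest probe. The CYP gene tetur16g03500 (0.64) was called with the brightest probe, and tetur27g00340 (0.92) with the median over probes, the brightest probe and without replicate 1, and both were called with scaling to the spike-in controls, chosen after seeing the values. Among CCE genes, tetur04g06770 (0.37) was called with the median over probes and the brightest probe, tetur207g00010 (0.82) with the brightest probe and tetur29g00970 (0.97) without replicate 2. Scaling to the spike-in controls, chosen after seeing the values, also called tetur207g00010 and tetur29g00970, and probes of 1 gene only, chosen after seeing the values, called tetur207g00010. The GST gene tetur26g01490 (0.92) was called with normexp and median centring, with the brightest probe, without replicate 4 and with scaling to the spike-in controls, the last chosen after seeing the values. The ABC gene tetur40g00010 (-0.66) was called with the brightest probe.
Among signal transduction genes, tetur07g00110 (0.90), tetur34g00650 (0.76) and tetur14g02820 (0.81) were called with detection on all 4 arrays, with detection in both channels and with the brightest probe, and tetur07g00110 also without replicate 2. With the brightest probe, tetur30g01090 (0.87), tetur21g00290 (0.96), tetur17g01950 (-0.76), tetur32g00400 (0.97) and tetur14g00960 (0.99) were called. The median over probes and leaving out replicate 4 also called tetur21g00290, normexp and median centring and leaving out replicate 1 called tetur32g00400, and no detection filter and leaving out replicate 2 or 4 called tetur14g00960. Scaling to the spike-in controls, chosen after seeing the values, called all of these genes but tetur17g01950, which was called with probes of 1 gene only, chosen after seeing the values. The ankyrin-related gene tetur01g08790 (0.85) was called with detection on all 4 arrays, with detection in both channels and with scaling to the spike-in controls, the last chosen after seeing the values.
The paper has tetur11g01570 and tetur17g00750 as upregulated, and the values here were -1.14 and -0.46, with tetur17g00750 called upregulated under detection on all 4 arrays, detection in both channels and the brightest probe. The paper's Table 2 gives the PCNA gene tetur20g01760 as lower in diapausing mites, and the value here was 0.13 with an adjusted p of 0.334, while it was -0.11 after normexp and loess. The AFP genes tetur22g02740 and tetur22g02760, which have probes and which the paper does not list as upregulated, were called upregulated here, with rises given as lower bounds of at least 2.30-fold and at least 1.94-fold.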

Other observations

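The tests on single probe sequences, on the spread of the spike-in controls, on the position of the arrays and those that leave out genes with shared probes were chosen only after the result was seen.
The number of differentially expressed genes was compared with that of other splits of the 8 channels into groups of 4, in the fit of separate channels after normexp and loess that ignores the array pairing. Of 35 splits, 1 gave as many genes as the 1141 of the real one, which is the real one itself, so that chance can be excluded for the count of that fit. In the fit of the ratios with its 2719 genes, only the real one of the 8 ways to exchange the channels within arrays gave called genes, but 8 are too few for a share under 0.05. These splits say nothing about the dyes, which follow the groups. At an expected ratio of 1, the fitted line of the spike-in controls lay at a mean log2 ratio of -0.362 over the arrays. As the dyes were not swapped, for a single gene a dye effect cannot be told apart from an effect of diapause. An effect that belongs to single probe sequences is excluded as the whole reason. Among 1598 genes with at least 3 probes of their own whose first probe changed at least 2-fold, the other probes changed at least 2-fold in the same direction in 79.8%, and in the same direction at any size in 99.1%. Where the first probe did not change 2-fold, 3.05% of genes had other probes that did. For an effect of the dye on whole transcripts, only the spike-in controls could be compared with the genes. The 10 spike-in transcripts of known ratio scattered about the line of their known ratios with an SD of 0.17 to 0.22 log2 per array, against 0.92 to 0.99 for the 13360 genes above background in both channels on all arrays. At most 32 of 10000 random lists of 10 such genes per array had as small an SD. Among the spike-in controls, an effect of the dye on single transcripts was thus small. As each is a control transcript averaged over 35 spots, they cannot decide whether the dye affects mite transcripts more. The design gives diapause as the biological explanation, which stays open as a hypothesis.
After scaling to the spike-in controls, the median log2 ratio of all genes tested was 0.457 on average, with 0.15, 0.83, -0.05 and 0.90 on replicates 1 to 4. The loss of a few abundant transcripts in diapause could shift the ratio of all others, making genes appear to fall less or rise more. This cannot be told apart from other reasons, as the arrays differ this much and the amount of spike-in per sample is not known. The amount of RNA labelled is given in the paper and equal for both groups. At an expected ratio of 1, the line of the spike-in controls lay at a mean log2 ratio of 0.05 on the arrays of column 1 of the slide (replicates 1 and 3). On those of column 2 (replicates 2 and 4) it lay at -0.78, a difference of -0.827. The 10 largest rises had a median of 7.28 and 8.75 in these columns. With 2 arrays per column, the position on the slide cannot be told apart from the preparation of the samples, and no biological explanation was tested. With the array column as a covariate, 2718 genes were differentially expressed.
Genes that lie next to each other changed together more often than permuted calls. Of the called genes with a neighbour on the same scaffold, 27.8% had a nearest neighbour called in the same direction, against 9.07% with permuted calls (p = 0.0001, the smallest 10000 permutations can give). The share was 27.7% for neighbours within 2 gene numbers, 25.9% without the genes listed in the additional files and 25.0% without genes that share probes. Members of the same gene families that are not listed stayed in. Without the listed genes and those that share probes it was 23.8%, against 8.13% with permuted calls. Cross-hybridization of near-identical copies is thus excluded as the whole reason, but only as far as the list of genes per probe shows such copies. A regulation shared by neighbouring genes may be a reason, as a hypothesis from these data. Runs of at least 4 neighbouring genes called in the same direction numbered 58, against a mean of 1.75 and at most 8 in 1000 permutations. The longest runs, named after their values had been seen, were 12 upregulated genes from tetur22g02670 to tetur22g02810, 9 downregulated genes from tetur02g07970 to tetur02g08070 and 8 upregulated genes from tetur30g01740 to tetur30g01810, of which the first includes 10 AFP genes.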
